# The NtrYX Two-Component System Regulates the Bacterial Cell Envelope

**DOI:** 10.1128/mBio.00957-20

**Published:** 2020-05-19

**Authors:** Kimberly C. Lemmer, François Alberge, Kevin S. Myers, Alice C. Dohnalkova, Ryan E. Schaub, Jonathan D. Lenz, Saheed Imam, Joseph P. Dillard, Daniel R. Noguera, Timothy J. Donohue

**Keywords:** *Rhodobacter*, cell division, cell envelope, lipopolysaccharide, peptidoglycan, periplasm, proteobacteria, two-component system

## Abstract

Activity of the NtrYX two-component system has been associated with important processes in diverse bacteria, ranging from symbiosis to nitrogen and energy metabolism. In the facultative alphaproteobacterium Rhodobacter sphaeroides, loss of the two-component system NtrYX results in increased lipid production and sensitivity to some known cell envelope-active compounds. In this study, we show that NtrYX directly controls multiple properties of the cell envelope. We find that the response regulator NtrX binds upstream of cell envelope genes, including those involved in peptidoglycan biosynthesis and modification and in cell division. We show that loss of NtrYX impacts the cellular levels of peptidoglycan precursors and lipopolysaccharide and alters cell envelope structure, increasing cell length and the thickness of the periplasm. Cell envelope function is also disrupted in the absence of NtrYX, resulting in increased outer membrane permeability. Based on the properties of R. sphaeroides cells lacking NtrYX and the target genes under direct control of this two-component system, we propose that NtrYX plays a previously undescribed, and potentially conserved, role in the assembly, structure, and function of the cell envelope in a variety of bacteria.

## Abstract (precis)

The bacterial cell envelope provides many important functions. It protects cells from harsh environments, serves as a selective permeability barrier, houses bioenergetic functions, defines sensitivity to antibacterial agents, and plays a crucial role in biofilm formation, symbiosis, and virulence. Despite the important roles of this cellular compartment, we lack a detailed understanding of the biosynthesis and remodeling of the cell envelope. Here, we report that the R. sphaeroides two-component signaling system NtrYX is a previously undescribed regulator of cell envelope processes, providing evidence that it is directly involved in controlling transcription of genes involved in cell envelope assembly, structure, and function in this and possibly other bacteria. Thus, our data report on a newly discovered process used by bacteria to assemble and remodel the cell envelope.

## INTRODUCTION

The bacterial cell envelope is a multifunctional compartment that defines the structure of the cell, allows selective passage of nutrients in and waste products out, and protects it from external environments (1). The Gram‐negative cell envelope contains an outer membrane (OM), a peptidoglycan (PG) layer, a cytoplasmic or inner membrane (IM), and a periplasm (1). The composition and functions of the cell envelope are known to be modified in response to internal and environmental cues in many bacteria (2, 3).

Two-component systems (TCSs) are signal transduction pathways that enable bacteria to detect internal and environmental signals and link them with appropriate genetic and biochemical programs for adaptation and survival (4). Prototypical TCSs contain a histidine kinase (HK) that autophosphorylates upon perception of a stimulus and transfers the phosphoryl group to a cognate response regulator (RR), which is then able to perform output functions, most commonly the modulation of gene expression (4). There are many examples of TCSs that regulate cell envelope functions in response to a variety of signals (e.g., WalRK, MtrAB) (5).

The NtrYX TCS is found in many proteobacteria, including numerous members of the alpha- and betaproteobacteria (6), and has been implicated in a variety of cellular processes. In Brucella abortus, activity of the HK NtrY responds to low O_2_ tension, and loss of NtrYX reduces expression of bioenergetic enzymes important for survival in low O_2_ (7, 8). In other species, the NtrYX TCS has also been implicated in regulating low-O_2_ or anaerobic processes, including biofilm formation (6, 9), symbiotic root nodulation and nitrogen fixation (9–12), pathogen intracellular survival (7, 13), and photosynthesis (14). In addition, in Sinorhizobium meliloti, loss of NtrYX results in increased exopolysaccharide synthesis, decreased salt and detergent tolerance, and altered cell shape (9, 15). Direct regulation of gene expression by the NtrC family member NtrX has been shown only for the nitrate metabolism genes *narK* and *narX* in Herbaspirillum seropedicae (16), the amino acid metabolism genes *putA* and *glnA* in Ehrlichia chaffeensis (13), the photosynthesis *puf* promoter in Rhodobacter capsulatus (14), and the *ntrYX* operon in B. abortus (17). Thus, it has been difficult to associate the myriad phenotypes reported for NtrYX mutants with a direct role of NtrX in regulating individual genes.

In the Gram-negative bacterium Rhodobacter sphaeroides, adaptation to low O_2_ tension requires cell envelope remodeling (18). We previously showed that loss of the NtrYX TCS increased lipid content (19), a cell envelope change that occurs under low O_2_ conditions in R. sphaeroides (20). We also found that NtrYX mutants were sensitive to compounds that target the cell envelope (19). Together, these observations suggest a link between NtrYX activity and cell envelope properties.

Here, we show that R. sphaeroides NtrX is a direct transcriptional regulator of genes involved in cell envelope structure and function. Loss of NtrYX increases cellular lipopolysaccharide (LPS) content, alters cell morphology, increases OM permeability, changes the abundance of cytoplasmic PG precursors, and increases the thickness of the periplasm. We conclude that R. sphaeroides NtrYX has a direct role in regulating cell envelope properties.

## RESULTS

### Identifying direct targets for the NtrYX TCS.

To investigate how loss of R. sphaeroides NtrYX may lead to the previously observed effects on cell envelope content and function (19), we used genomic analyses to identify potential pathways that were altered by loss of this TCS. Our previous studies were performed in strains deficient at synthesizing polyhydroxybutyrate (PHB), Δ0382 and ΔNtrYXΔ0382 (19); therefore, we continued to analyze these strains, which herein are referred to as parent and Δ*ntrYX*, respectively. We used genome-wide RNA sequencing (RNA-seq) to compare transcript abundance in parent and Δ*ntrYX* strains grown under aerobic conditions. 

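RNA was taken from 3 parent cultures (replicates A to C) and 4 Δ*ntrYX* cultures (replicates A to D), each a biological replicate grown with 30% oxygen in the gas. Transcripts of *ntrY* lay between 121 and 144 RPKM and those of *ntrX* between 115 and 126 RPKM in the parent libraries, and both genes were at 0 in all 4 Δ*ntrYX* libraries. RSP_0382, a gene for PHB synthesis that the strain names give as deleted from both strains, was listed at 57.3 to 80.5 RPKM in the parent and at 47.7 to 80.9 RPKM in Δ*ntrYX* cells, above the median gene in every library. These values go against that deletion in all 7 libraries unless a transcribed part of the gene was left, which a value per gene cannot show; they do not bear on which libraries lack *ntrY* and *ntrX*, and the article reports no other measure of this gene. The libraries were strand specific and made from DNase-treated total RNA. The authors kept the first read of each pair, trimmed it with Trimmomatic 0.3 and aligned it with Bowtie2 2.2.2. They assigned it to genes with HTSeq 0.6.0 in its reverse strand setting. Their deposited values are RPKM for 4313 entries, with RSP_3553 entered more than once. Read totals do not accompany RPKM, so the absolute depth is unknown. Low values move in steps of single reads, and these steps give a depth relative to parent replicate A of 0.921 in parent replicate C and of 1.11, 0.770, 1.35 and 0.987 in Δ*ntrYX* replicates A to D. For parent replicate B there were too few such steps to rely on. The median RPKM of a library was 45.8 to 55.5, and 20 to 52 genes per library were at 0. The 10 most abundant transcripts made up 29.5 to 32.9% of the RPKM sum in the parent and 20.0 to 23.8% in Δ*ntrYX* cells. Libraries of the same strain correlated across genes with r of 0.980 to 0.996, where genes are not independent replicates. Strains were compared with limma on log2(RPKM + 1) for the 4213 genes with a mean of at least 1 RPKM, with Benjamini-Hochberg adjustment. A gene is counted as higher or lower at an adjusted p of 0.05 or less, and as changed 2-fold when its log2 fold change was also 1 or more in size.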

We found 81 total genes with at least a twofold increase in transcript abundance in Δ*ntrYX* cells compared to the parent (false discovery rate [FDR] ≤ 0.05) and 70 total genes with at least a twofold decrease in Δ*ntrYX* cells compared to the parent (FDR ≤ 0.05) (Fig. 1A; see also Data Set S1 in the supplemental material).

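The largest fall apart from the deleted genes was in the putative porin gene RSP_0842, which is among the most abundant transcripts of the parent. The largest rise was in RSP_6138, which encodes a hypothetical protein. At 2-fold and an adjusted p of 0.05 or less, 76 genes were higher and 51 were lower in Δ*ntrYX* cells, *ntrY* and *ntrX* included. With the fold left aside, 574 genes were higher and 225 were lower; their total of 799 was 430 without parent replicate A, 505 without Δ*ntrYX* replicate C, 1197 without Δ*ntrYX* replicate D (930 higher) and 1341 with library weights. The balance of directions depends on the scaling, with 412 higher and 311 lower after median-ratio scaling and 423 and 406 after quantile normalization. RSP_0842 went from 40601 ± 823 RPKM (SD, n = 3) in the parent to 1169.6 ± 79.1 RPKM (SD, n = 4) in Δ*ntrYX* cells, a log2 fold change of −5.12 (SE 0.0813, adjusted p = 1.1e-10). RSP_7577, a hypothetical gene of similar abundance, fell by 2.41 on the log2 scale (adjusted p = 1.67e-07), from 25575 to 4824 RPKM. The putative murein transglycosylase gene RSP_1911 went from 40.1 ± 1.68 RPKM (SD, n = 3) to 1.29 ± 0.45 RPKM (SD, n = 4), the latter near the floor of the libraries. Other large falls were those of RSP_2916 (log2 fold change −3.95), RSP_0844 (−2.95), RSP_3328 (−2.63), RSP_1186 (−2.47) and RSP_7575 (−2.34). RSP_6138 rose from 48.1 ± 1.79 RPKM (SD, n = 3) to 645 ± 47.5 RPKM (SD, n = 4), with an adjusted p of 1.46e-09. Next came RSP_3594, annotated as an antifreeze protein, with a log2 fold change of 3.35 (SE 0.257), and RSP_3223, an outer membrane receptor for ferrienterochelin, with 3.14 (SE 0.247). The regulator gene RSP_7369 rose 6.00-fold by mean RPKM and RSP_3119, a putative esterase gene, by 2.14 on the log2 scale.

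**Figure D1:**
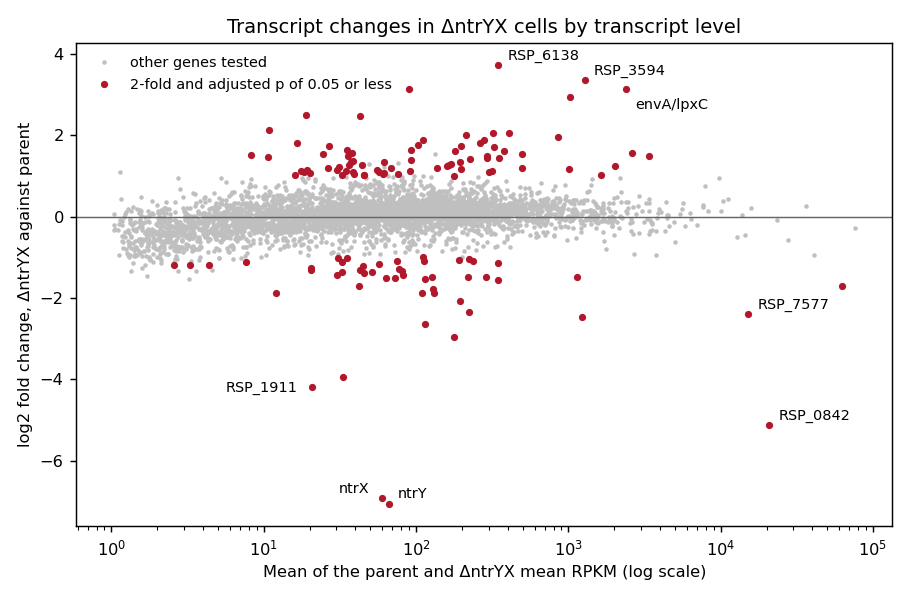
Each point is 1 of the 4213 genes tested, placed by the mean of its parent and Δ*ntrYX* mean RPKM on a log scale and by its log2 fold change in Δ*ntrYX* cells against the parent. Red points are the 127 genes changed 2-fold at an adjusted p of 0.05 or less, and grey points are the other genes; RSP_0842 lies far to the right at −5.12, and *ntrX* and *ntrY* lie lowest because they are at 0 in Δ*ntrYX* cells.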

**FIG 1:**
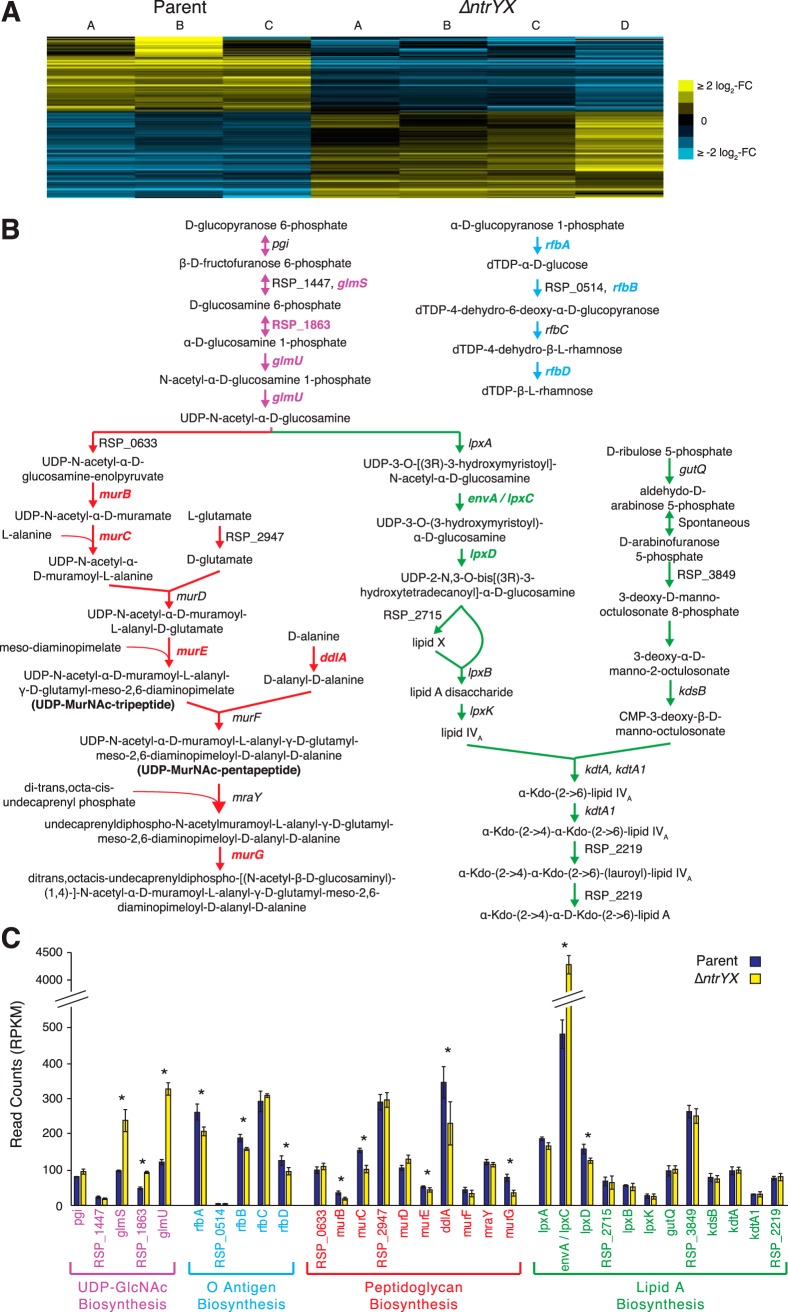
Comparison of transcript levels in parent versus Δ*ntrYX* strains. (A) Heatmap showing the transcripts found to be differentially expressed in Δ*ntrYX* cells compared to the parent strain under aerobic growth conditions (edgeR FDR ≤ 0.05, fold change ≥ 2.0). Biological replicates are labeled A to C for the parent strain and A to D for the Δ*ntrYX* strain. Each gene value has been mean centered across all experiments; yellow indicates an increased transcript level relative to the mean, while blue indicates a decreased transcript level relative to the mean. The scale bar to the right shows the log_2_ fold change (FC) scale for both colors. (B) Biochemical pathways involved in biosynthesis of UDP-*N*-acetylglucosamine (UDP-GlcNAc) (purple arrows), O antigen (blue arrows), peptidoglycan (red arrows), and lipid A (green arrows). Gene names in bold font and color are those with a significant change in expression in Δ*ntrYX* cells compared to the parent strain (edgeR FDR ≤ 0.05). Metabolites in bold font were measured in experiments described in Fig. 3 (UDP-MurNAc-tripeptide and -pentapeptide). (C) Transcript levels (RPKM normalized read counts) for genes involved in the four pathways from panel B in the parent strain (dark blue) and Δ*ntrYX* strain (yellow). Error bars indicate standard deviations. Genes with a significant difference in transcript levels between the strains (edgeR FDR ≤ 0.05) are indicated by an asterisk. Sections of panels B and C are shown in color (blue, red, orange, and green) to indicate genes that encode enzymes in the indicated biosynthetic pathways.

10.1128/mBio.00957-20.8 DATA SET S1 RNA-seq data of parent and Δ*ntrYX* strains. Download Data Set S1, XLSX file, 0.7 MB. Copyright © 2020 Lemmer et al. 2020 Lemmer et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

To gain insight into the cellular pathways altered by loss of NtrYX, we analyzed transcripts with a significant change in abundance in the Δ*ntrYX* strain compared to the parent strain for enrichment of any pathway or Gene Ontology term. We found that genes encoding PG and UDP-*N*-acetylglucosamine (UDP-GlcNAc), a precursor of PG and LPS, biosynthesis were enriched among genes with significant changes in transcript abundance in the Δ*ntrYX* strain compared to the parent strain (Fig. 1B and C). 

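UDP-GlcNAc is made through *glmS*, the phosphoglucosamine mutase gene RSP_1863 and *glmU*, and transcripts of all 3 rose in cells lacking NtrYX. PG synthesis draws on this precursor, yet the PG genes that changed, *murB*, *murC* and *murG*, all fell. Of the 5 UDP-GlcNAc genes in Fig. 1C, 3 were higher, none was lower and 2 did not pass the test (4 higher and 1 lower when adjusted over the list alone). The remaining genes were *pgi*, with a log2 fold change of 0.22 (adjusted p = 0.134), and RSP_1447, a putative second glucosamine-fructose-6-phosphate aminotransferase gene, with −0.34 (adjusted p = 0.126). RSP_1447 was lower with median-ratio scaling (adjusted p = 0.0326) and with quantile normalization (adjusted p = 0.0289). Of the 10 PG genes in Fig. 1C, 3 were lower, none was higher and 7 did not pass (1 higher and 4 lower when adjusted over the list alone). Among those 7 were *mraY*, with a log2 fold change of −0.09 (adjusted p = 0.549), the glutamate racemase gene RSP_2947, with 0.03 (adjusted p = 0.846), and *murD*, with 0.30 (adjusted p = 0.0583), which was higher without Δ*ntrYX* replicate D (adjusted p = 0.0128) and with library weights (adjusted p = 0.00776). As groups, the UDP-GlcNAc genes moved up in limma's camera test with a preset correlation between genes (adjusted p = 0.00567, and adjusted p = 0.549 with an estimated correlation). The PG genes moved down (adjusted p = 0.0138, and adjusted p = 0.627 with an estimated correlation), with Δ*ntrYX* replicate D the lowest Δ*ntrYX* library for 9 of the 10; 5 were lower with median-ratio scaling or quantile normalization. A one-sided Fisher's exact test for an excess of changed genes gave an adjusted p of 0.127 for the UDP-GlcNAc genes and 0.509 for the PG genes over 28 lists. The study chose both pathways from these samples. Neither the tests of these groups nor counts adjusted over a list alone are therefore independent evidence.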

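LPS carries an O antigen and is anchored by lipid A. In Δ*ntrYX* cells, *rmlA/rfbA* and *rmlD/rfbD*, for an O antigen sugar, were slightly lower, and in the lipid A pathway 1 gene, *envA/lpxC*, stood apart from the rest. Of the 5 O antigen genes in Fig. 1C, *rmlA/rfbA* and *rmlD/rfbD* were lower, none was higher and 3 did not pass the test (3 lower when adjusted over the list alone). *rmlA/rfbA* went from 265 ± 22.9 RPKM (SD, n = 3) in the parent to 209 ± 12.1 RPKM (SD, n = 4) in Δ*ntrYX* cells (adjusted p = 0.0277), and *rmlD/rfbD* had a log2 fold change of −0.39 (adjusted p = 0.0364). Neither passed without a limma trend, without parent replicate C or without Δ*ntrYX* replicate B or C; *rmlA/rfbA* did not pass without parent replicate A either (adjusted p = 0.105), nor *rmlD/rfbD* without parent replicate B (adjusted p = 0.128). *rffG/rfbB* had a log2 fold change of −0.25 (adjusted p = 0.0539) and was lower with a mean of at least 5 RPKM, median-ratio scaling (adjusted p = 0.0311), quantile normalization (adjusted p = 0.00371), library weights (adjusted p = 0.0105) or without Δ*ntrYX* replicate D (adjusted p = 0.0367). *rfbC* had a log2 fold change of 0.09 (adjusted p = 0.516) and RSP_0514, a dTDP-glucose dehydratase gene, −0.23 (adjusted p = 0.491). The O antigen genes moved down as a group in the camera test (adjusted p = 0.0451, and adjusted p = 0.549 with an estimated correlation), with an adjusted p of 0.452 from Fisher's exact test. This group call ended when parent replicate A or C or Δ*ntrYX* replicate A, B or C was left out (adjusted p from 0.0562 to 0.0961). Of the 12 lipid A genes, *envA/lpxC* was higher, *lpxD* was lower and 10 did not pass (the same counts when adjusted over the list alone). *lpxD* went from 161 ± 12.9 RPKM (SD, n = 3) to 128 ± 7.28 RPKM (SD, n = 4), with an adjusted p of 0.0326 that rose to between 0.053 and 0.108 when any 1 library other than Δ*ntrYX* replicate D was left out, and to 0.0606 without a limma trend. As a group the lipid A genes did not pass (camera, adjusted p = 0.703), and Δ*ntrYX* replicate D was the lowest Δ*ntrYX* library for 11 of the 12; with quantile normalization 3 were lower.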

We also found significant changes in transcript abundance for genes encoding steps in the synthesis of LPS components O antigen and lipid A, including a large increase in mRNA derived from *envA/lpxC*, encoding the first committed step in lipid A biosynthesis, in the Δ*ntrYX* strain compared to the parent strain (Fig. 1B and C). 

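Envelope genes outside the pathways of Fig. 1C changed as well. Single genes for outer membrane proteins, PG remodelling and exopolysaccharide changed in both directions. The excess of changed genes passed Fisher's exact test for outer membrane proteins and not for the other 2 lists, and the lists were not tested against each other. Of 19 outer membrane protein genes, 4 were higher, 7 were lower and 8 did not pass the test (4 higher and 8 lower when adjusted over the list alone; Fisher's exact test, adjusted p = 0.00102; camera, adjusted p = 0.0543, and downward with 0.00817 without Δ*ntrYX* replicate D, 0.0157 with library weights and 0.0396 with a mean of at least 5 RPKM, but adjusted p = 0.549 with an estimated correlation). RSP_2718, a putative outer membrane protein gene, rose from 6647 ± 646 RPKM (SD, n = 3) to 12755 ± 1000.3 RPKM (SD, n = 4), while the OmpA/MotB family gene RSP_1908 fell from 93.5 ± 8.41 RPKM (SD, n = 3) to 32.7 ± 7.08 RPKM (SD, n = 4). Of 23 genes for PG remodelling, 5 were higher, 3 were lower and 15 did not pass (8 higher and 3 lower when adjusted over the list alone; Fisher's exact test, adjusted p = 0.127; camera, adjusted p = 0.688). Without parent replicate A these were 2 higher and 1 lower; the higher genes were also 2 without Δ*ntrYX* replicate A, B or C, 3 without parent replicate B and without a limma trend, 8 without Δ*ntrYX* replicate D and 10 with library weights. Δ*ntrYX* replicate D was the lowest Δ*ntrYX* library for 16 of the 23. The genes that passed include the lytic transglycosylase gene RSP_1987, with a log2 fold change of 0.47 (adjusted p = 0.0054), and the penicillin-binding protein gene RSP_0688, with −0.47 (adjusted p = 0.0139; 0.0649 without parent replicate A and 0.0506 without parent replicate B). Among 27 exopolysaccharide genes, 5 were higher and 5 were lower (2 and 3 without parent replicate A; the same as over all genes when adjusted over the list alone; Fisher's exact test, adjusted p = 0.0742; camera, adjusted p = 0.346), with Δ*ntrYX* replicate D the lowest Δ*ntrYX* library for 17. *expE1* rose 4.41-fold by mean RPKM, and *wcaG*, a sugar epimerase or dehydratase gene, fell from 265 ± 16.2 RPKM (SD, n = 3) to 133 ± 15.3 RPKM (SD, n = 4). Of 33 genes for fatty acid and phospholipid synthesis, 3 were higher, 1 was lower and 29 did not pass (2 higher when adjusted over the list alone; Fisher's exact test, adjusted p = 1; camera, adjusted p = 0.854). No gene of this list was lower without parent replicate A or B or Δ*ntrYX* replicate B or C, and 2 were without Δ*ntrYX* replicate D; 1 was higher without parent replicate A, without Δ*ntrYX* replicate B or with either scaling, 0 without parent replicate B or Δ*ntrYX* replicate C, and 7 with library weights. Of the 3 higher genes, *sqdA* had a log2 fold change of 0.37 (adjusted p = 0.017), which did not pass without parent replicate B (adjusted p = 0.0708), Δ*ntrYX* replicate B or Δ*ntrYX* replicate C. In Fig. 1C as a whole, 10 genes passed, *glmS*, *glmU*, RSP_1863 and *envA/lpxC* upward and the other 6 downward. The paper reasons from the PG, UDP-GlcNAc, O antigen and lipid A transcripts of Fig. 1C, considered as a group.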

Combined, these changes in transcript abundance suggest that there is a connection between the R. sphaeroides TCS NtrYX and biosynthesis of PG and LPS.

To ask whether genes encoding any of these cell envelope-related pathways are directly regulated by R. sphaeroides NtrYX, we used genome-scale chromatin immunoprecipitation sequencing (ChIP-seq) to identify binding sites of the transcription factor NtrX; this analysis identified six high-confidence NtrX binding sites in the genome (Table 1). One R. sphaeroides NtrX binding site is upstream of its own operon, suggesting that it autoregulates *ntrYX* transcription. The other five NtrX binding sites are upstream of genes and operons encoding functions related to the cell envelope, including PG and extracellular polysaccharide synthesis, cell wall remodeling enzymes, a cytoskeletal protein, a putative lipoprotein, and cell division proteins (Table 1). This predicts that NtrX plays a direct role in regulating transcription of some of the cell envelope pathways identified when comparing transcript levels between Δ*ntrYX* and parent cells. Indeed, the transcriptomic analysis of the parent and Δ*ntrYX* cells showed significant changes in RNA levels (FDR ≤ 0.05) in genes downstream of many identified NtrX binding sites (Table 1). Also, two of the identified NtrX target operons (*mraZ-mraY* and *ddlA-ftsA*) are part of the highly conserved division cell wall (*dcw*) gene cluster, containing genes for PG synthesis and cell division. Indeed, of the 17 conserved genes of the *dcw* cluster that are present in R. sphaeroides, transcripts for 12 of them were significantly less abundant (FDR ≤ 0.05) in the Δ*ntrYX* strain, while transcripts for the last gene in the cluster, *envA/lpxC*, were elevated in cells lacking NtrYX (Data Set S1).

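The genes downstream of NtrX binding sites in Table 1, apart from the deleted *ntrY* and *ntrX*, include genes of the wall, surface and cell division. Others among them are *mraZ*, *rsmH*, for an rRNA methyltransferase, and RSP_0335, for a diguanylate cyclase/phosphodiesterase. Of all these target genes, most that changed fell in cells lacking NtrYX, and RSP_1860 and RSP_2974 rose. Of the 17 genes, 2 were higher, 9 were lower and 6 did not pass the test (2 higher and 11 lower when adjusted over the list alone). The genes that did not pass were RSP_0335, RSP_2975, *murE*, *murF*, *mraY* and *ddlA*. RSP_2974, a putative metallopeptidase gene, went from 1034 ± 20.5 RPKM (SD, n = 3) in the parent to 1305 ± 113 RPKM (SD, n = 4) in Δ*ntrYX* cells, a log2 fold change of 0.33 (SE 0.0848, adjusted p = 0.0227). It did not pass with median-ratio scaling (adjusted p = 0.148), quantile normalization (adjusted p = 0.0725) or limma without a trend (adjusted p = 0.059). Without parent replicate A, B or C, or without Δ*ntrYX* replicate B or C, its adjusted p lay between 0.0507 and 0.0801. RSP_2975, the predicted CcmA gene, had a log2 fold change of 0.06 (SE 0.1025, adjusted p = 0.743), with the opposite sign under median-ratio scaling and quantile normalization. As a group, the target genes moved down in the camera test (adjusted p = 2.33e-05, and adjusted p = 0.549 with an estimated correlation). Δ*ntrYX* replicate D was the lowest Δ*ntrYX* library for 14 of the 17. Their excess of changed genes had an adjusted p of 0.000351 in Fisher's exact test. That test takes genes as independent, while most of these share operons, and 10 of them are also counted in the *dcw* cluster.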

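The *dcw* cluster holds genes for PG precursors next to genes for the division septum and ends with *envA/lpxC*. In Δ*ntrYX* cells, *murB*, *murC* and *murG* for PG precursors and *ftsI*, *ftsW*, *ftsQ* and *ftsA* for division fell, *ftsZ1* near the end of the cluster did not pass the test, and *envA/lpxC* rose. Of the 17 genes, 10 were lower, 1 was higher and 6 did not pass the test (11 lower and 2 higher when adjusted over the list alone, and 2 higher over all genes without Δ*ntrYX* replicate D). The genes that fell were *mraZ*, *rsmH*, RSP_2097, *ftsI*, *ftsW*, *murG*, *murC*, *murB*, *ftsQ* and *ftsA*. Transcripts of *ftsW*, which lies outside the operons of Table 1, went from 264 ± 18.3 RPKM (SD, n = 3) to 147 ± 19.9 RPKM (SD, n = 4), a log2 fold change of −0.85 (SE 0.117, adjusted p = 0.000998). The first gene, *mraZ* (RSP_2095), fell from 461 ± 53.4 RPKM (SD, n = 3) to 299 ± 23.7 RPKM (SD, n = 4), with an adjusted p of 0.00247. *rsmH* (RSP_6038) had a log2 fold change of −0.61 (SE 0.138, adjusted p = 0.0127). *ftsZ1* lay at 706 ± 61.9 RPKM (SD, n = 3) and 729.8 ± 66.4 RPKM (SD, n = 4), with an adjusted p of 0.78. Of the 10 cluster genes in the operons of Table 1, 6 fell, with a median log2 fold change of −0.57 over the 10. Of the other 7, 4 fell and 1 rose, with a median of −0.60. Δ*ntrYX* replicate D was the lowest Δ*ntrYX* library for 15 of the 17 genes. The cluster moved down in the camera test (adjusted p = 1.81e-05, and adjusted p = 0.549 with an estimated correlation). The 17 genes were taken as the named cluster genes from RSP_2095 to RSP_2115 with RSP_6038, since the article's text gives their number.

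**Figure D2:**
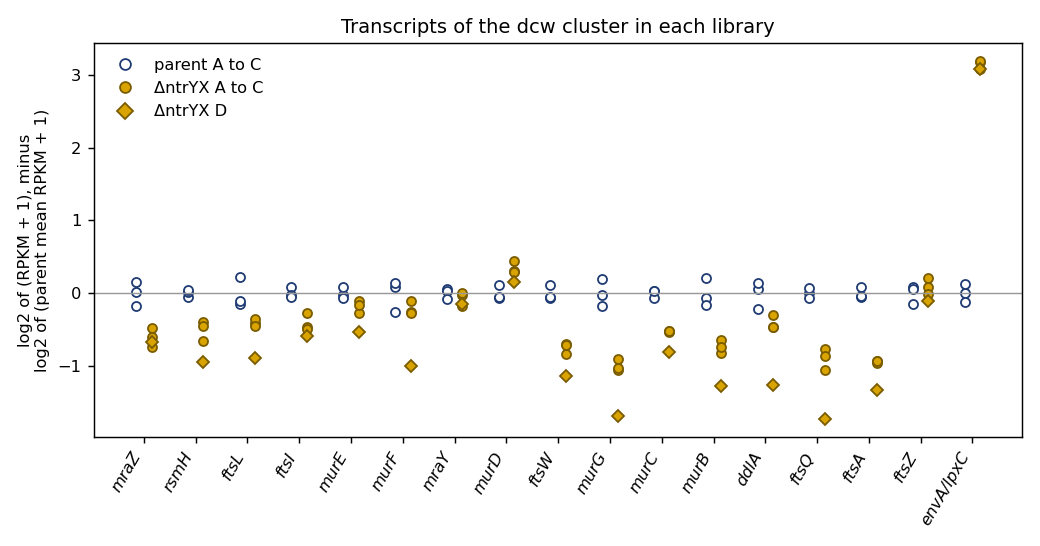
Each point is 1 library, and the vertical axis gives its log2(RPKM + 1) minus the log2 of the parent mean RPKM + 1 for the 17 *dcw* genes in the order of the cluster. Open circles are parent replicates A to C, filled circles Δ*ntrYX* replicates A to C and diamonds Δ*ntrYX* replicate D, which lies lowest among the Δ*ntrYX* libraries for 15 genes; *envA/lpxC* lies about 3 above the parent in every Δ*ntrYX* library.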

**TABLE 1:** NtrX binding sites identified by ChIP-seq

Peak start^*a*^ (bp)	Peak stop^*a*^ (bp)	ChIP fold enrichment (IP/input)	Downstream gene			Transcript log_2_ fold change (Δ*ntrYX*/parent)	Transcript change FDR
			ID^*b*^	Name	Product annotation		
458,400	458,999	8.5 ± 1.5	RSP_1860	RSP_1860	Cell wall hydrolase, CwlJ-like	1.12	4.2 × 10^−5^

1,472,000	1,472,399	4.2 ± 0.5	RSP_2839	*ntrY*	Two-component system sensor histidine kinase NtrY	ND^*c*^	2.4 × 10^−7^
			RSP_2840	*ntrX*	Two-component system response regulator NtrX	ND^*c*^	2.4 × 10^−7^

2,064,600^*d*^	2,065,100^*d*^	2.5 ± 0.0^*d*^	RSP_0335	RSP_0335	Diguanylate cyclase/phosphodiesterase	−0.28	1.7 × 10^−2^

2,064,600^*d*^	2,065,100^*d*^	2.5 ± 0.0^*d*^	RSP_0334	RSP_0334	Hypothetical protein with lipoprotein lipid attachment site	−0.80	6.2 × 10^−4^
			RSP_0333	RSP_0333	Cellulose synthase catalytic unit (UDP-forming)	−0.68	1.9 × 10^−4^
			RSP_0332	RSP_0332	Cellulose synthase subunit	−0.42	2.7 × 10^−3^

1,661,000	1,661,399	2.6 ± 0.2	RSP_2974	RSP_2974	Murein dd-endopeptidase MepM/murein hydrolase activator NlpD	0.34	0.11
			RSP_2975	RSP_2975	Cytoskeletal protein CcmA (bactofilin family)	0.06	0.99

694,110	695,200	2.1 ± 0.1	RSP_2095	*mraZ*	MraZ protein	−0.63	2.4 × 10^−3^
			RSP_6038	*rsmH/mraW*	16S rRNA (cytosine1402-N4)-methyltransferase	−0.61	2.2 × 10^−3^
			RSP_2097	RSP_2097	Hypothetical protein (putative FtsL)	−0.52	1.8 × 10^−2^
			RSP_2098	*ftsI*	Cell division protein FtsI (penicillin-binding protein 3)	−0.45	3.0 × 10^−3^
			RSP_2099	*murE*	UDP-*N*-acetylmuramoylalanyl-d-glutamate− 2,6-diaminopimelate ligase	−0.27	3.5 × 10^-−2^
			RSP_2100	*murF*	UDP-*N*-acetylmuramoyl-tripeptide−d-alanyl-d-alanine ligase	−0.38	8.7 × 10^−2^
			RSP_2101	*mraY*	Phospho-*N*-acetylmuramoyl-pentapeptide-transferase	−0.09	0.26

711,380	712,030	2.8 ± 1.1	RSP_2111	*ddlA*	d-Alanine-d-alanine ligase	−0.58	2.7 × 10^−2^
			RSP_2112	*ftsQ*	Cell division protein FtsQ	−1.07	1.4 × 10^−3^
			RSP_2113	*ftsA*	Cell division protein FtsA	−1.04	2.7 × 10^−5^

a All peak locations are on chromosome 1.

b ID, identifier.

c ND, not defined, because in the Δ*ntrYX* strain, the transcript level was zero.

d This ChIP-seq peak was located in the shared upstream intergenomic region between RSP_0335 and RSP_0334.

### Loss of NtrYX leads to altered cell morphology and PG precursor abundance.

Since the above analysis indicated direct control by NtrYX on the *dcw* cluster, we used bright-field microscopy to look for effects of this TCS on cell morphology. We observed an increase in the occurrence of two cells end to end in Δ*ntrYX* cultures compared to parent cultures (Fig. 2A), suggesting that more of the exponential-phase Δ*ntrYX* cells had initiated cell division, but not yet separated. However, we did not observe the long chains of cells that are often associated with complete blocks in cell division (21). To investigate this further, we stained membranes and DNA (with FM4-64 and 4′,6′-diamidino-2-phenylindole [DAPI], respectively) to test for diagnostic features of cell division. Cells were scored as dividing if they contained a detectable mid-cell constriction in the membrane (the site of septum formation) and one or two DNA foci at this mid-cell position (see Fig. S1 in the supplemental material). Once there was a detectable pixel gap between the membranes of adjacent cells, they were scored as no longer dividing. This analysis scored ∼14% of the cells as dividing in parent cultures, compared with ∼29% in the Δ*ntrYX* cultures (Fig. 2B). To ask whether this apparent increase in dividing cells could be due to differences in the growth rate between the Δ*ntrYX* and parent strain, we measured doubling times and found that the Δ*ntrYX* cultures had a lower growth rate than the parent strains (2.9-h doubling time for the parent versus 4.0 h for the Δ*ntrYX* strain; Table S1). Thus, the observed increase in the percentage of Δ*ntrYX* cells that have initiated mid-cell septum formation does not reflect a higher growth rate of the mutant strain. Rather, this difference could reflect the fact that cells lacking NtrYX take longer to complete the process of cell division.

**FIG 2:**
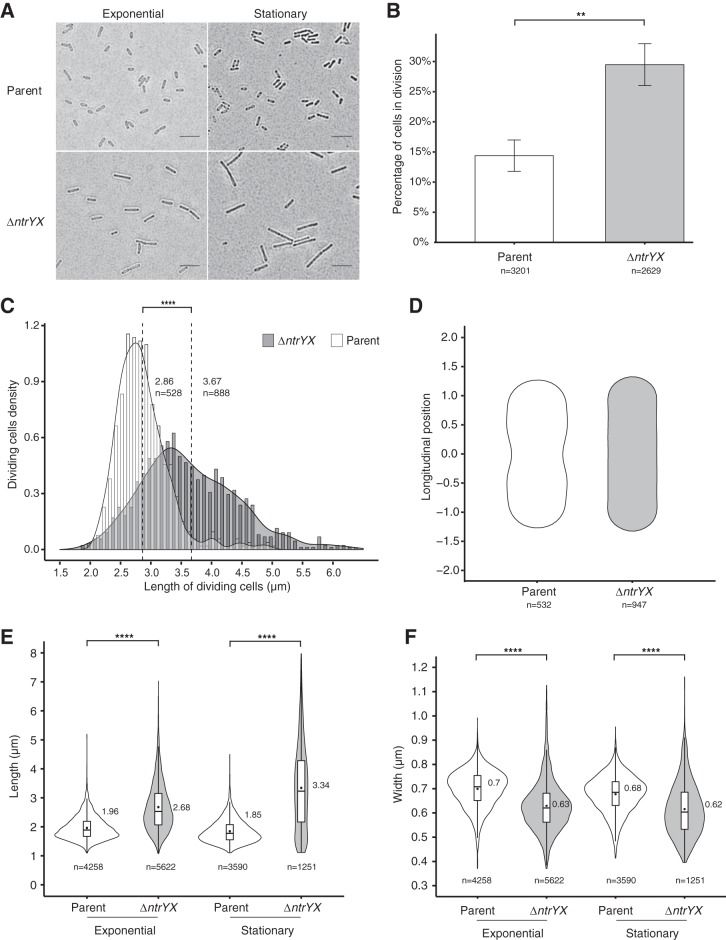
Analysis of cell morphology in aerobically grown parent and Δ*ntrYX* cells. (A) Bright-field microscopy images of cells in exponential and stationary growth phases. Bars, 5 μm. (B) Percentage of cells scored as dividing during exponential growth phase. Cells were scored as dividing if they contained a detectable mid-cell constriction in the membrane using the fluorescent membrane dye FM-64 and, if that was ambiguous, one or two DNA foci at this mid-cell position. Examples of a stained dividing and nondividing cell are shown in Fig. S1 in the supplemental material. (C) Histogram and probability density plot representing the length distribution of cells scored as dividing in parent (white bars) and Δ*ntrYX* (dark gray bars) cultures. The dashed lines represent the respective means, with values and numbers of cells (*n*) used for this analysis listed to the right of each line. (D) Representation of the mean shape of parent (white) and Δ*ntrYX* (gray) cells with a length ranging from 2.3 to 3 μm for each strain. Coordinates were obtained with MicrobeJ using the indicated number (*n*) of bacteria. (E and F) Violin plots of the length (E) and width (F) of parent (white) or Δ*ntrYX* (gray) cells during exponential or stationary growth phase. Cells with a fully formed division septum were excluded. The outer boundary of the plots represents the probability density for all the data in the sample. Box plots are shown inside the violin plots, with lower and upper boundaries of the box representing the first and third quartile, respectively. The horizontal bar inside the box represents the median. The black dots inside the box represent the mean, with the corresponding values to the side. The numbers of cells (*n*) analyzed from at least three different experiments are indicated below the plots. Unpaired *t* tests were used to compare the populations in panels B, C, E, and F with the asterisks indicating a significant *P* value as follows: **, *P* < 0.01; ****, *P* < 0.0001.

10.1128/mBio.00957-20.1 FIG S1 Representative images of a dividing (A to C) and a nondividing (D to F) Δ*ntrYX* cell. (A and D) Bright-field microscopy images in which segmentation and membrane constriction are detected by MicrobeJ. (B and E) Fluorescent membrane staining by FM4-64, which is used to confirm mid-cell constriction and the presence of the division septum. (C and F) Fluorescent DNA staining with DAPI, which is used to confirm the condensed DNA in dividing cells. The scale bars (A and D) correspond to 2 μm. Download FIG S1, EPS file, 0.5 MB. Copyright © 2020 Lemmer et al. 2020 Lemmer et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.00957-20.5 TABLE S1 Growth rates of parent and Δ*ntrYX* cultures. Download Table S1, PDF file, 0.02 MB. Copyright © 2020 Lemmer et al. 2020 Lemmer et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

During this analysis, we also found that there was a difference in the mean cell length, pole to pole, of cells that contained detectable division septa between the Δ*ntrYX* and parent strains, with a mean length of 2.9 μm for the parent and 3.7 μm for cells lacking NtrYX (Fig. 2C). In the histograms of these measurements, the NtrYX mutant also has a wider distribution of length values, which could be due to either a delay in initiation or progression of division or both. To ask whether cells lacking NtrYX initiated septum formation at a longer length, we used MicrobeJ software (22) to plot the average cell shape for all cells 2.3 to 3.0 μm long for both strains. In the parent cells, a mid-cell constriction is seen at this cell length interval, showing that most of these cells have entered division phase (Fig. 2D). In contrast, a division septum is not observed in the Δ*ntrYX* cells in this same length interval (Fig. 2D). We also found that the mean cell length of exponential-phase cells increases from 2.0 μm in the parent cells to 2.7 μm in the Δ*ntrYX* cells and from 1.9 μm to 3.3 μm, respectively, in stationary phase, while the mean cell width decreased from 0.70 μm to 0.63 μm in growth phase and from 0.68 μm to 0.62 μm in stationary phase (Fig. 2E and F). These changes in cell morphology also result in a significant increase in longitudinal-section area in Δ*ntrYX* cells compared to parent cells (Fig. S2). Thus, on average, the Δ*ntrYX* cells are longer, narrower, and larger than the parent cells and initiate septum formation at a longer average length.

10.1128/mBio.00957-20.2 FIG S2 Violin plots of cell length, width, and area measurements for aerobically grown parent, HLM01, HLM02, and Δ*ntrYX* cells in exponential and stationary growth phases. HLM01 and HLM02 strains have transposon insertions disrupting activity of the NtrYX TCS (K. C. Lemmer, W. Zhang, S. J. Langer, A. C. Dohnalkova, et al., mBio 8:e00513-17, 2017, https://doi.org/10.1128/mBio.00513-17). The outer boundary of the plots represents the probability density for all the data in the sample. Box plots are shown inside the violin plots, with lower and upper boundaries of the box representing the first and third quartile, respectively. The horizontal bar inside box represents the median. The black dots inside the box represent the mean, with the corresponding values to the side. Unpaired *t* tests were used to compare the value for each mutant to that of the parent, with statistical significance indicated as follows: ****, *P* < 0.0001; ns, not significant. Download FIG S2, PDF file, 1.0 MB. Copyright © 2020 Lemmer et al. 2020 Lemmer et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Since cell shape is largely determined by the PG layer (23, 24), we asked whether Δ*ntrYX* cells had changes in the composition of this cell wall polymer. To do this, we performed muropeptide analysis of sacculi isolated from exponential and stationary-phase parent and Δ*ntrYX* cultures. We observed muropeptide differences between exponential and stationary phases in the parent strain (Fig. S3), as expected from analysis of other Gram-negative bacteria (25). However, we found no reproducible differences in the composition of the PG between the parent and Δ*ntrYX* strains in either growth phase (Fig. S3).

10.1128/mBio.00957-20.3 FIG S3 Chromatograms of PG fragments from parent and Δ*ntrYX* cells in exponential (A) and stationary (B) growth phase. Aerobic cultures (500 ml) were harvested in exponential (OD_600_ of ∼0.5) or stationary (OD_600_ >1.5) phase. Peptidoglycan sacculi were purified, digested with mutanolysin, and separated by high-performance liquid chromatography (HLPC) as described previously (R. E. Schaub and J. P. Dillard, Bio Protoc 7:e2438, 2017, https://doi.org/10.21769/BioProtoc.2438). Download FIG S3, EPS file, 0.8 MB. Copyright © 2020 Lemmer et al. 2020 Lemmer et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

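The cytoplasmic steps of PG synthesis build UDP-MurNAc-pentapeptide and the lipid-linked precursor made from it. In Δ*ntrYX* cells, transcripts of *murB*, *murC* and *murG* fell, and those of *murE* and *ddlA* did not pass the test. *murG* fell most, from 78.5 ± 10.3 RPKM (SD, n = 3) in the parent to 34.9 ± 7.83 RPKM (SD, n = 4) in Δ*ntrYX* cells, a log2 fold change of −1.17 (SE 0.184, adjusted p = 0.00215). *murB* went from 36.8 ± 5.33 RPKM (SD, n = 3) to 19.9 ± 3.77 RPKM (SD, n = 4), a log2 fold change of −0.86 (SE 0.172, adjusted p = 0.00682). *murC* went from 156 ± 6.21 RPKM (SD, n = 3) to 103 ± 9.86 RPKM (SD, n = 4), a log2 fold change of −0.60 (SE 0.0988, adjusted p = 0.00283). For *ddlA* the parent had 349 ± 45.0 RPKM (SD, n = 3) and Δ*ntrYX* cells 233 ± 60.6 RPKM (SD, n = 4), with an adjusted p of 0.0633. The spread in *ddlA* comes largely from Δ*ntrYX* replicate D, and without that library its log2 fold change was −0.41 (adjusted p = 0.0135). *ddlA* was also lower without Δ*ntrYX* replicate A (adjusted p = 0.0355), with library weights, with median-ratio scaling (adjusted p = 0.0234) and with quantile normalization (adjusted p = 0.0198). *murE* had a log2 fold change of −0.27 (SE 0.122, adjusted p = 0.162) and was lower with median-ratio scaling (adjusted p = 0.0309) and quantile normalization (adjusted p = 0.0129).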

The genome-wide transcript analysis revealed reduced RNA abundance for several genes encoding enzymes for cytoplasmic steps of PG precursor biosynthesis (*murB*, *murC*, *murE*, *murG*, and *ddlA*) (26) in the Δ*ntrYX* strain compared to the parent strain (Fig. 1B and C and Data Set S1). In addition, NtrX was found to bind upstream of two operons that encode PG precursor synthesis enzymes (MurE, MurF, MraY, and DdlA; Table 1). To ask whether loss of NtrYX led to altered levels of PG precursors, parent and Δ*ntrYX* cells were labeled with [^3^H]glucosamine, and after a chase with unlabeled glucosamine, the total (cytoplasmic and periplasmic) water-soluble PG was extracted by boiling, separated from the sacculus by centrifugation, and analyzed by size exclusion chromatography. Parent cells contained approximately equal amounts of UDP-MurNAc-tripeptide and UDP-MurNAc-pentapeptide (Fig. 3), the cytoplasmic products of MurE and MurF activity, respectively (26) (Fig. 1B). In contrast, Δ*ntrYX* cells contained significantly more UDP-MurNAc-pentapeptide than UDP-MurNAc-tripeptide (Fig. 3). This analysis identified higher levels of additional smaller PG fragments in both strains than previously reported in other species (27, 28). We also found that Δ*ntrYX* cells routinely incorporated less [^3^H]glucosamine than the parent cells, so we were not able to compare the absolute levels of these water-soluble PG precursors between strains. However, differences in the relative ratios of UDP-MurNAc-tripeptide and -pentapeptide demonstrate that PG metabolism is altered and that Δ*ntrYX* cells have decreased availability of the penultimate PG precursor compared to parent cells.

**FIG 3:**
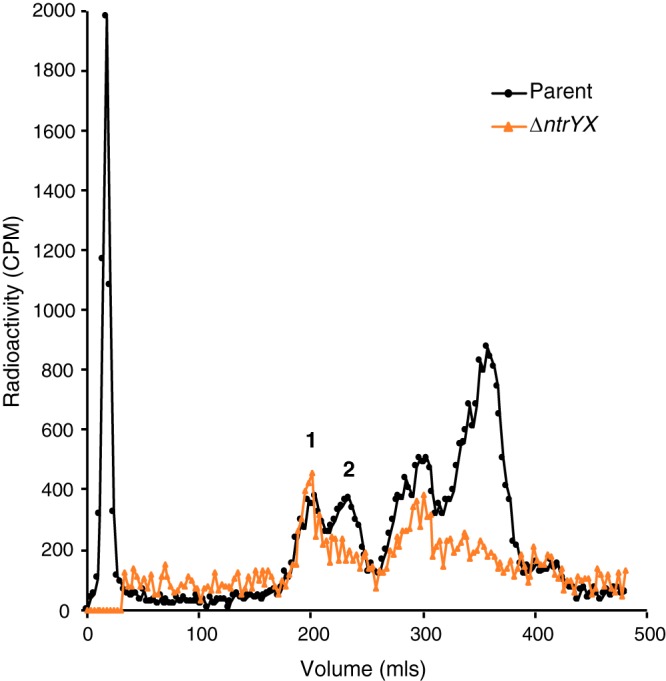
Analysis of soluble PG precursor abundance. Parent and Δ*ntrYX* aerobic cultures were pulse-labeled with [^3^H]glucosamine, and water-soluble PG precursors were collected during a chase period. Radiolabeled compounds were separated by size exclusion chromatography, and their radioactivity was measured by liquid scintillation counting. The identities of the indicated peaks (peaks 1 and 2) were confirmed by comparing retention time with those of known metabolites. Peak 1 is UDP-MurNAc-pentapeptide, and peak 2 is UDP-MurNAc-tripeptide. Precursors to the right of the labeled peaks are smaller in size than UDP-MurNAc-tripeptide, but we were not able to determine their identity.

### Loss of NtrYX changes OM composition and function.

The transcript and NtrX binding data predicted that there may be additional cell envelope changes between the parent and Δ*ntrYX* cells. For example, transcripts of genes for UDP-GlcNAc biosynthesis, a precursor for both PG and lipid A biosynthesis, were more abundant in the Δ*ntrYX* strain than in the parent strain (Fig. 1B and C). In addition, *envA/lpxC*, which encodes the first committed step of lipid A synthesis, was one of the most highly differentially expressed genes between the parent and Δ*ntrYX* cultures, with an 8.8-fold increase in transcript abundance in cells lacking NtrYX compared to parent cells (Fig. 1B and C). 

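The steps from fructose 6-phosphate to UDP-GlcNAc are encoded by *glmS*, RSP_1863 and *glmU*, and each of these transcripts was higher in every Δ*ntrYX* library than in every parent library. *glmU* had 123 ± 7.82 RPKM (SD, n = 3) in the parent and 330 ± 17.6 RPKM (SD, n = 4) in Δ*ntrYX* cells, a log2 fold change of 1.42 (SE 0.0838, adjusted p = 2.97e-06). *glmS* had 97.3 ± 1.90 RPKM (SD, n = 3) and 241 ± 30.9 RPKM (SD, n = 4), a log2 fold change of 1.29 (SE 0.105, adjusted p = 3.11e-05). RSP_1863 had 47.5 ± 4.74 RPKM (SD, n = 3) and 94.1 ± 3.67 RPKM (SD, n = 4), a log2 fold change of 0.98 (SE 0.0986, adjusted p = 0.000145). All 3 passed in every alternative run, each library left out in turn included. The median log2 fold change of the 5 genes of the pathway in Fig. 1C was 0.98.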

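LpxC removes an acetyl group from the UDP-GlcNAc derivative that enters lipid A synthesis. Its transcript was higher in each Δ*ntrYX* library than in any parent library. *envA/lpxC* (RSP_2115) had 486 ± 41.2 RPKM (SD, n = 3) in the parent and 4279 ± 168 RPKM (SD, n = 4) in Δ*ntrYX* cells. The ratio of these means is 8.81, and the log2 fold change was 3.14 (SE 0.0819, adjusted p = 3.05e-09). The difference was many times the spread between replicates, and the log2 fold change stayed between 3.07 and 3.20 in every alternative run.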

To ask whether LPS biosynthesis was affected by the loss of NtrYX, we measured total LPS in parent and Δ*ntrYX* cells. We found that the Δ*ntrYX* cells contained approximately twice as much LPS as the parent cells when normalized to culture optical density (OD) (Fig. 4A). For a control, we measured cellular protein, DNA, and RNA levels, and found no significant changes in the content of these macromolecules when normalized to culture OD (Table S2). As expected from previous studies (19), Δ*ntrYX* cells contained twice as much cellular phospholipid as parent cells (Table S2).

**FIG 4:**
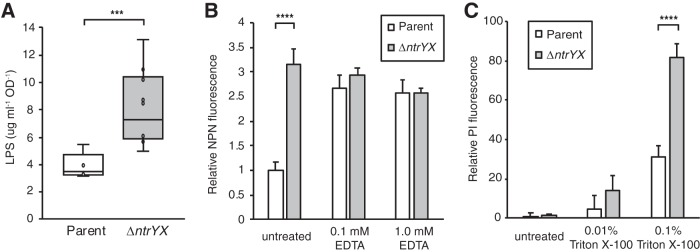
Analysis of OM composition and function. (A) Box plot of LPS levels in parent (white) and Δ*ntrYX* (gray) cells grown aerobically. The lower and upper boundaries of the boxes represent the first and third quartile, respectively. The horizontal bar inside box plots represents the median. The top and bottom whiskers extend to the maximum and minimum values, respectively. (B) *N*-Phenyl-1-naphthylamine (NPN) fluorescence as a reporter of outer membrane permeability. Parent (white) and Δ*ntrYX* (gray) aerobic cultures were incubated with NPN and, where indicated, EDTA as a known outer membrane permeabilizer. (C) Propidium iodide (PI) fluorescence as a reporter of membrane integrity and cell viability in parent (white) and Δ*ntrYX* (gray) aerobic cultures. For panels B and C, fluorescence intensity was measured on a 96-well plate reader. Error bars on these bar graphs indicate standard deviations. Data shown in all panels are from four or more independent cultures. Unpaired *t* tests were used to compare the populations with the asterisks indicating a significant *P* value as follows: ***, *P* < 0.001; ****, *P* < 0.0001.

10.1128/mBio.00957-20.6 TABLE S2 Cell biomass composition (in micrograms/milliliter) of aerobically grown parent and *ΔntrYX* cultures, both normalized to an absorbance of 1 at 600 nm. Download Table S2, PDF file, 0.02 MB. Copyright © 2020 Lemmer et al. 2020 Lemmer et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Since LPS is known to contribute to the permeability barrier function of the OM of Gram-negative cells (29), we asked whether this aspect of cell envelope function was altered in Δ*ntrYX* cells. To do this, we used *N*-phenyl-1-naphthylamine (NPN), a nonpolar indicator that fluoresces in phospholipid environments, as a reporter of OM permeability. NPN is normally excluded from Gram-negative bacteria by the OM; however, when the integrity of this membrane is compromised, such as after treatment with the well-known permeabilizer EDTA, there is increased NPN fluorescence due to its enhanced transport across the OM (30). We observed increased NPN fluorescence in *ΔntrYX* cells compared to parent cells (Fig. 4B), suggesting that OM permeability is increased in the mutant. We found that EDTA increases NPN fluorescence in the parent cells; however, there is no increase in NPN fluorescence observed when *ΔntrYX* cells are treated with the same concentration of EDTA (Fig. 4B). Thus, although *ΔntrYX* cells have an increase in LPS content, the OM seems less functional as a permeability barrier. These observations are consistent with our previous finding that NtrYX mutants are more sensitive to growth inhibition by EDTA treatment than parent cultures, as well as by drugs (rifampin, rifaximin, erythromycin, and clarithromycin) that are normally excluded by the wild-type OM (19). To test that the increase in NPN florescence was not due to an increase in dead or lysing cells, we asked whether there was a difference in staining by the membrane-impermeant nucleic acid stain propidium iodide (PI) between the parent and *ΔntrYX* cultures. We did not observe a significant increase in PI staining in the *ΔntrYX* cultures compared to the parent cultures (Fig. 4C), supporting the conclusions that the inner membranes of *ΔntrYX* cells remain largely intact in NtrYX cells and that the increased permeability in this strain is localized to the OM.

### Loss of NtrYX increases periplasm thickness.

To test for other changes in cell envelope morphology in cells lacking NtrYX, we used transmission electron microscopy (TEM) to probe the structure of parent and *ΔntrYX* cells. TEM thin sections showed similar intracellular ultrastructure in the parent and *ΔntrYX* cells, but cells lacking NtrYX appeared to have thickened cell envelopes (Fig. 5A and B). Indeed, using high-resolution imaging of transverse sections to measure the distance between the IM and OM (Fig. 5C and D), the *ΔntrYX* cells had a 47% increase in the mean periplasm thickness, from 17.9 nm in parent cells to 26.4 nm in cells lacking NtrYX (Fig. 5C to E).

**FIG 5:**
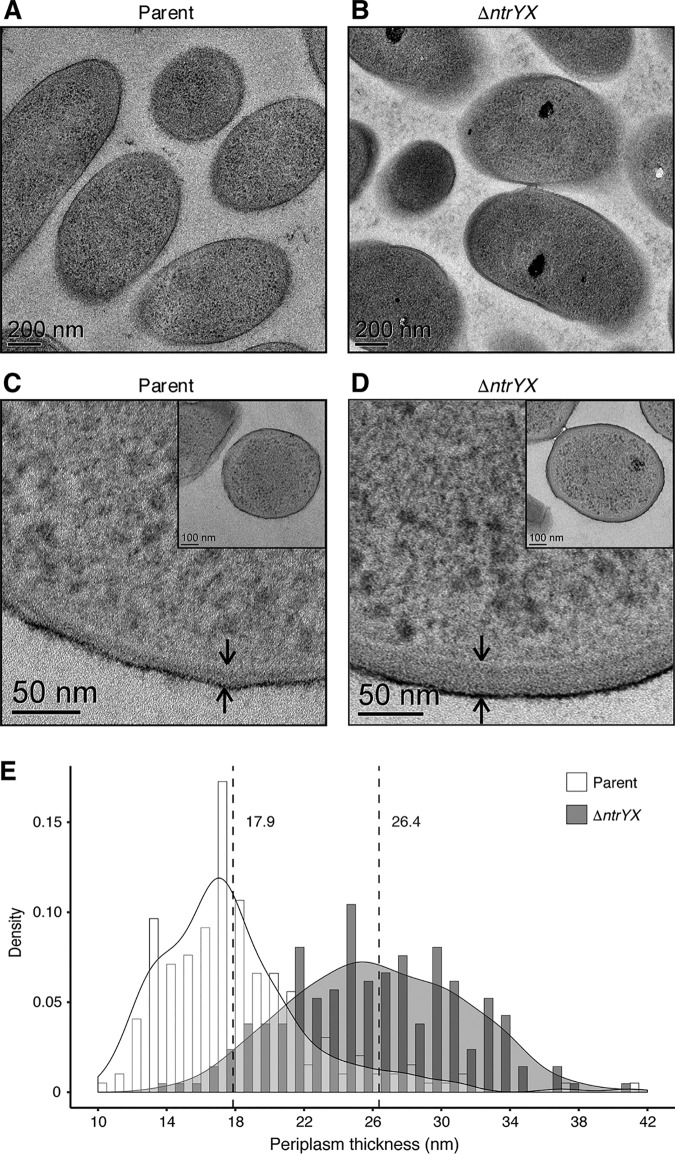
Analysis of the ultrastructure of the cell envelope. (A and B) TEM micrographs of thin sections of parent and Δ*ntrYX* cells grown aerobically. (C and D) Representative TEM cross sections used to measure the distance between the IM and OM. Arrows indicate the OM (black ring) and IM (white ring); the distance between these structures was used to determine the periplasm thickness. Insets show the whole-cell view for each representative image. (E) Histogram and probability density plot of the periplasm thickness measurements from analyzing TEM cross sections of parent (white bars) and Δ*ntrYX* (dark gray bars) cells. Dashed lines represent the respective means with values listed to the right of each line. An unpaired *t* test was used to compare the means with a *P* value of <0.0001.

### Other possible roles for R. sphaeroides NtrYX.

We also asked whether the R. sphaeroides *ΔntrYX* mutant had phenotypes associated with loss of NtrYX in other species (nitrogen assimilation or fixation, expression of low-oxygen or anaerobically induced genes [7, 10, 14, 16, 31]). To test whether loss of NtrYX affects N_2_ fixation, we grew parent and *ΔntrYX* strains under anaerobic photoheterotrophic conditions with ammonia or N_2_ as the nitrogen source. The *ΔntrYX* mutant grew under both conditions, albeit with longer doubling times than those for the parent, similar to the slower growth observed under aerobic conditions (Table S1), suggesting that loss of NtrYX does not cause a specific impairment in N_2_-fixing ability. In addition, the *ΔntrYX* mutant was able to grow aerobically and anaerobically with all nitrogen sources tested (ammonia, urea, glutamate) (Table S3). 

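Nitrogen metabolism is the function after which NtrY and NtrX were named. In aerobic cultures nitrogen genes passed the test about as often as other genes, among them RSP_2392, *nifU* and *napC* upward and *ntrC* downward. Among 49 genes for nitrogen fixation, assimilation and denitrification, none passed both 2-fold and an adjusted p of 0.05 in limma, and 13 had an unadjusted p under 0.05. With the fold left aside, 8 were higher and 1, *ntrC*, was lower, against 19.0% of all genes tested. Since *ntrC* lies beside the deleted genes, a local effect of the deletion on it cannot be told apart. Of the 18 nitrogen fixation genes, *nifU* was higher and 17 did not pass (1 higher when adjusted over the list alone; Fisher's exact test, adjusted p = 1). *nifU* went from 126 ± 5.30 RPKM (SD, n = 3) to 180 ± 7.11 RPKM (SD, n = 4). Its product is annotated as a NifU-related protein involved in Fe-S cluster formation, and that annotation does not name nitrogen fixation. Of the 31 assimilation and denitrification genes, 7 were higher, *ntrC* was lower and 23 did not pass (7 higher and 1 lower when adjusted over the list alone; camera, adjusted p = 0.479; Fisher's exact test, adjusted p = 0.444). The 7 became 2 without parent replicate A or without Δ*ntrYX* replicate B or C, 3 without parent replicate B, without Δ*ntrYX* replicate A or without a limma trend, and 4 without parent replicate C or with median-ratio scaling; the lower genes were 2 without Δ*ntrYX* replicate D or with library weights and 4 with quantile normalization. *napC* had 107 ± 10.3 RPKM (SD, n = 3) in the parent and 155 ± 10.0 RPKM (SD, n = 4) in Δ*ntrYX* cells. The nitrogen fixation genes moved down as a group (camera, adjusted p = 0.0477, and adjusted p = 0.726 with an estimated correlation), and this call ended without parent replicate B (adjusted p = 0.408), without Δ*ntrYX* replicate A, B or C (0.0814 to 0.121), and with median-ratio scaling (0.141), quantile normalization (0.82), library weights or a pseudocount of 0.1. The closest to both thresholds was RSP_2392, annotated as similar to a periplasmic nitrate reductase protein, at 1.53 ± 0.374 RPKM (SD, n = 3) and 3.93 ± 1.03 RPKM (SD, n = 4), with a ratio of mean RPKM of 2.58 and a log2 fold change of 0.95 (adjusted p = 0.0328). At these few reads, RSP_2392 passed both thresholds with a pseudocount of 0.1, with quantile normalization, with library weights, with the ratio of mean RPKM, and without parent replicate B or Δ*ntrYX* replicate A. Its adjusted p was above 0.05 without parent replicate A (0.117) or C, or without Δ*ntrYX* replicate B (0.119) or C.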

Finally, among the 151 differentially expressed transcripts that we identified comparing the parent and *ΔntrYX* strains, there were none encoding nitrogen metabolism or fixation functions (Data Set S1).

10.1128/mBio.00957-20.7 TABLE S3 Growth of parent and Δ*ntrYX* strains with different nitrogen sources. Download Table S3, PDF file, 0.03 MB. Copyright © 2020 Lemmer et al. 2020 Lemmer et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

In another purple nonsulfur bacterium, R. capsulatus, NtrX has been reported to directly repress transcription of photosynthesis genes (14). Indeed, the R. sphaeroides *ΔntrYX* mutant had ∼2- to 3-fold-increased levels of transcripts for many photosynthesis genes compared to the parent when grown under aerobic conditions (where expression of these genes is normally low) (Data Set S1). However, we did not detect NtrX binding at any promoters for any known photosynthesis genes (Table 1 and Data Set S2), and although the transcript abundance for these genes in aerobically grown *ΔntrYX* cells is elevated, these RNA levels are much lower than those observed under low-O_2_ or anaerobic conditions. In addition, absorbance scans of *ΔntrYX* and parent cultures found no significant light-absorbing peaks that are diagnostic of R. sphaeroides pigment-protein complexes of the photosynthetic membrane (Fig. S4). Thus, our data predict that R. sphaeroides NtrX is not a direct repressor of photosynthetic gene expression under the conditions we tested.

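Photosynthesis genes rose in part in aerobic Δ*ntrYX* cells. Those that rose include genes for light-harvesting polypeptides, such as *pucA* and *pufB*, while *bchC*, for bacteriochlorophyll synthesis, fell. Of 44 photosynthesis genes, 19 were higher, 1 was lower and 24 did not pass the test (24 higher and 1 lower when adjusted over the list alone). Among the 19, the ratio of mean RPKM ran from 1.43 to 3.67 with a median of 2.10, and 10 genes lay between 2 and 3, 7 below 2 and 2 above 3. *pucA*, for a light-harvesting polypeptide, went from 113 ± 43.3 RPKM (SD, n = 3) to 413 ± 210 RPKM (SD, n = 4), a log2 fold change of 1.81 (SE 0.340, adjusted p = 0.00521). *pufB* went from 238 ± 54.8 RPKM (SD, n = 3) to 747 ± 408 RPKM (SD, n = 4), with an adjusted p of 0.0107 that rose to 0.0531 without parent replicate A. *bchC* had a log2 fold change of −1.13 (SE 0.262, adjusted p = 0.0147), with an adjusted p of 0.0529 without Δ*ntrYX* replicate C. The median ratio over all 44 genes was 1.565. Δ*ntrYX* replicate D was the highest Δ*ntrYX* library for 31 of the 44 genes, and without it 24 were higher. As a group the genes moved up in the camera test (adjusted p = 4.24e-06, and adjusted p = 0.582 with an estimated correlation).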

10.1128/mBio.00957-20.4 FIG S4 Whole-cell absorbance scans of parent and Δ*ntrYX* aerobic cultures. The absence of peaks for all of the cultures show the lack of detectable photosynthetic pigment-protein complexes. Spectra were scaled to an absorbance of 1 at 680 nm to normalize for cell density and then staggered vertically for presentation of multiple curves on one axis. Two representative scans are shown for each strain. Download FIG S4, PDF file, 0.3 MB. Copyright © 2020 Lemmer et al. 2020 Lemmer et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mBio.00957-20.9 DATA SET S2 ChIP-seq peaks identified for NtrX in replicate experiments. Download Data Set S2, XLSX file, 0.01 MB. Copyright © 2020 Lemmer et al. 2020 Lemmer et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

## DISCUSSION

The bacterial cell envelope provides many important functions. It interacts with and protects cells from external environments, contributes to cell morphology, serves as a selective permeability barrier, houses bioenergetic and signaling functions, defines the sensitivity to antibacterial agents, and plays a crucial role in biofilm formation, symbiosis, and virulence (1). Despite the important roles of this cellular compartment, we lack a detailed understanding of the biosynthesis and remodeling of the cell envelope.

In this study, we show that the R. sphaeroides NtrYX TCS is directly involved in bacterial cell envelope assembly, structure, and function. We used genome-wide transcript and NtrX binding data to define the direct transcriptional targets of this RR, uncovering a role for NtrYX as a direct regulator of several aspects of cell envelope biology. We performed the current study in a strain deficient in synthesizing PHB; however, we have not observed any phenotypic differences in NtrYX mutant strains with and without an intact PHB synthesis pathway. Below, we summarize how our genome-scale data sets led to biochemical and imaging studies to demonstrate a set of previously unknown OM, periplasm, and other cell envelope changes associated with the loss of the NtrYX TCS.

### Direct targets of NtrX.

Using ChIP-seq, we found that R. sphaeroides NtrX bound upstream of the *ntrYX* operon, suggesting that it is autoregulatory similar to the situation in B. abortus (17). However, genes downstream of the other NtrX binding sites predict previously unreported targets for this TCS (Table 1). 

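RSP_0335 encodes a diguanylate cyclase/phosphodiesterase, and RSP_0334, RSP_0333 and RSP_0332 a hypothetical protein and a pair of putative cellulose synthase subunits. All 3 genes of the RSP_0334 operon fell in cells lacking NtrYX, while RSP_0335 did not pass the test. RSP_0334 went from 313 ± 14.9 RPKM (SD, n = 3) in the parent to 180 ± 31.8 RPKM (SD, n = 4) in Δ*ntrYX* cells, a log2 fold change of −0.81 (SE 0.137, adjusted p = 0.00313). RSP_0333 had a log2 fold change of −0.68 (SE 0.104, adjusted p = 0.00178). RSP_0332 had −0.42 (SE 0.101, adjusted p = 0.0173), which did not pass without parent replicate A (adjusted p = 0.0778) or parent replicate C (adjusted p = 0.061). RSP_0335 had 230.3 ± 12.5 RPKM (SD, n = 3) and 189.8 ± 21.9 RPKM (SD, n = 4), with an adjusted p of 0.0945. It was lower with median-ratio scaling (adjusted p = 0.0167), quantile normalization (adjusted p = 0.00417) and library weights (adjusted p = 0.0293). In the operon from *mraZ* to *mraY*, *mraZ*, *rsmH*, RSP_2097 and *ftsI* fell and *murE*, *murF* and *mraY* did not pass. In the operon from *ddlA* to *ftsA*, *ftsQ* and *ftsA* fell and *ddlA* did not pass.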

Transcript abundance of several NtrX target operons was lower in the NtrYX mutant than in parent cells (RSP_0335, RSP_0334-RSP_0332, *mraZ-mraY*, and *ddlA-ftsA*), suggesting that, like other NtrC family members (32), R. sphaeroides NtrX acts as an activator. In addition, transcript abundance of one direct NtrX target (RSP_1860) was increased in cells lacking NtrYX, so it is possible that NtrX also acts as a repressor of transcription, as was suggested for the *ntrY* promoter of B. abortus (17).

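RSP_1860 is annotated as a cell wall hydrolase, and its transcript was higher in every Δ*ntrYX* library than in every parent library. It went from 199 ± 24.0 RPKM (SD, n = 3) in the parent to 433 ± 32.8 RPKM (SD, n = 4) in Δ*ntrYX* cells. The log2 fold change was 1.12 (SE 0.101, adjusted p = 7.15e-05). It was the 1 target gene of Table 1 that rose at least 2-fold, and its log2 fold change was 0.99 with quantile normalization.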

### Regulation of cell wall functions by NtrYX.

Many of the genes that we identified as direct targets of NtrX (Table 1) encode homologues of enzymes that act in PG synthesis (*murE*, *murF*, *mraY*, *ddlA*, *ftsI*) or hydrolysis (RSP_1860, RSP_2974) in other bacteria. These direct targets of NtrX lead to the hypothesis that cells lacking NtrYX would exhibit phenotypes that are associated with alterations in PG synthesis and/or cleavage (23). Consistent with this hypothesis, we observed a change in cell shape (longer and narrower) in cells lacking NtrYX compared to parent cells. While previous analysis of other R. sphaeroides NtrYX mutants by different assays did not show significant differences in cell length (19), analysis of strains containing either transposon insertions or in-frame deletions of *ntrYX* in this study revealed significant changes in cell shape between parent and NtrYX mutant cells (see Fig. S2 in the supplemental material). The specific functions of the putative PG hydrolases RSP_1860 and RSP_2974 have not been characterized in this bacterium, but cell wall hydrolases are known to affect cell growth and maintenance of cell shape in other species (2, 33), so it is possible that the observed changes in cell shape in NtrYX mutants are due to changes in the PG sacculus that we were not able to detect by muropeptide analysis (Fig. S3). However, homologues of other direct targets of NtrX have also been shown to affect cell shape in other bacteria, including RSP_2975 (the predicted cytoskeletal protein CcmA) (34, 35), and the cell division genes *ftsA*, *ftsQ*, *ftsL*, and *ftsI*.

In addition, we found that cells lacking NtrYX have decreased levels of the predicted penultimate cytoplasmic PG precursor UDP-MurNAc-tripeptide compared to parent cells. One explanation for the change in this PG precursor is the decreased levels of RNA encoding enzymes for PG precursor synthesis (*murB*, *murC*, *murE*, *murG*, *ddlA*) in cells lacking NtrYX. If these lower transcript levels limit the abundance of PG biosynthetic enzymes, it could decrease flux through this part of the pathway. 

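*murF* lies between *murE* and *mraY* in the *dcw* cluster, and its transcript had a wide spread in cells lacking NtrYX. It had 44.1 ± 6.40 RPKM (SD, n = 3) in the parent and 33.9 ± 8.46 RPKM (SD, n = 4) in Δ*ntrYX* cells. The log2 fold change of *murF* was −0.40 (SE 0.206, adjusted p = 0.22), and it lay between −0.16 and −0.52 in the alternatives that each change 1 setting or leave out 1 library, with an adjusted p between 0.0613 and 0.428.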

Concurrently, maintained demand for the final PG precursor UDP-MurNAc-pentapeptide could cause rapid turnover of UDP-MurNAc-tripeptide to UDP-MurNAc-pentapeptide, as the transcript levels encoding MurF, which catalyzes this step, are not reduced (Fig. 1C). In addition, the predicted increased flux of UDP-GlcNAc into LPS synthesis (see below) could impose a further limitation on PG synthesis. Thus, we predict that some of the differences in cell size, shape, and growth rate in cells lacking NtrYX can be attributed to the impact of changes in PG precursors on synthesis of this important cell envelope polymer.

### Impact of NtrYX on cell division.

Bacterial cell division requires the coordinated synthesis and constriction of cell envelope components at the septum, and studies with other species have shown that proteins encoded by the conserved *dcw* gene cluster are important for these processes (36, 37). We show here that NtrX is a direct transcription activator of two operons within the *dcw* cluster (*mraZ-mraY* and *ddlA-ftsA*) (Table 1). These two NtrX-dependent operons are predicted to encode four gene products known to be essential for cell division in other organisms (FtsL, FtsI, FtsQ, and FtsA) (38), a transcription factor that may further regulate the *dcw* gene cluster (MraZ) (39), and enzymes for PG precursor synthesis described above.

Our analysis revealed an increased number of Δ*ntrYX* cells in a division state and septum formation at a longer and more varied cell length. These observations suggest that there could be a delay in initiation of cell division, as well as slowed progression of division, and are consistent with the decreased growth rate that we measured for Δ*ntrYX* cells. This is not surprising given the decreased transcript levels of four direct target genes of NtrX that encode proteins that localize to the division septum and are essential for cell division (FtsA, FtsQ, FtsI, and FtsL) (21, 38). 

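*ftsI* and RSP_2097, the putative *ftsL*, sit next to each other at the start of the *dcw* cluster, and both fell in cells lacking NtrYX. *ftsI* went from 117 ± 5.75 RPKM (SD, n = 3) in the parent to 85.6 ± 8.10 RPKM (SD, n = 4) in Δ*ntrYX* cells (adjusted p = 0.0109, and 0.0638 without parent replicate A). RSP_2097 had 72.3 ± 10.6 RPKM (SD, n = 3) and 50.2 ± 7.97 RPKM (SD, n = 4), a log2 fold change of −0.52 (SE 0.15, adjusted p = 0.0364). RSP_2097 did not pass without a limma trend (adjusted p = 0.0704), without parent replicate A (adjusted p = 0.161), B or C, or without Δ*ntrYX* replicate C.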

In other organisms, loss of any of these *fts* genes blocks division completely, leading to long filamentous cells or loss of viability (21). However, decreased levels of these genes cause more moderate phenotypes, in particular, depletion of either *ftsA* or *ftsQ* leads to increased cell length in other bacteria (40, 41), similar to the longer length observed in Δ*ntrYX* cells that have twofold lower levels of *ftsA* and *ftsQ* transcripts (Table 1). Thus, it is likely that direct regulation of cell division genes in the *dcw* cluster contributes to the slowed initiation and progression of cell division, decreased grown rate, and altered cell shape of the NtrYX mutant. In addition, the effects of the loss of NtrYX on PG synthesis and hydrolysis, discussed above, could contribute to the observed effects on cell division, as these processes are necessary during septum formation and cell separation (38).

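*ftsQ* and *ftsA* are neighbours downstream of *ddlA*, and both transcripts were lower in every Δ*ntrYX* library than in every parent library. *ftsA* went from 302 ± 16.4 RPKM (SD, n = 3) in the parent to 147 ± 18.6 RPKM (SD, n = 4) in Δ*ntrYX* cells, a log2 fold change of −1.04 (SE 0.112, adjusted p = 0.000207). *ftsQ* went from 153 ± 6.89 RPKM (SD, n = 3) to 72.9 ± 19.6 RPKM (SD, n = 4), a log2 fold change of −1.10 (SE 0.2, adjusted p = 0.0044). The ratios of mean RPKM were 0.487 for *ftsA* and 0.476 for *ftsQ*, and both genes passed in every alternative run.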

### Evidence for regulation of the cell envelope by NtrYX in other bacteria.

Homologues of the NtrYX TCS have been identified across the bacterial domain, mostly in alpha- and betaproteobacteria (6). NtrX is typically annotated as a nitrogen regulation or assimilation protein; however, recent studies suggest that this is not a conserved function across bacterial species (6, 9). In this study, we show that NtrYX regulates the cell envelope in R. sphaeroides, while we did not find any evidence for regulation of nitrogen assimilation or metabolism. Genome-wide analysis for NtrX binding sites, similar to those performed here in R. sphaeroides, has not been reported in other bacteria, raising the question of whether there is a previously unrecognized role of this TCS in regulation of cell envelope more broadly across the phylogeny. To test this hypothesis, we analyzed potential genomic binding sites for NtrX in S. meliloti, where loss of NtrYX affects cell envelope properties (9), and in two other proteobacteria in which the NtrYX TCS is well-studied, B. abortus and Neisseria gonorrhoeae. R. sphaeroides NtrYX regulates the cell envelope by binding to sequences upstream of two operons in the conserved *dcw* gene cluster, *ddlA-ftsA* and *mraZ-mraY*, plus other genes (Table 1). To assess the possible presence of conserved NtrX binding sites, we compared the mapped NtrX binding site upstream of *ntrYX* in B. abortus (17), the sequences bound by this transcription factor in R. sphaeroides upstream of the *ddlA-ftsA* and *mraZ-mraY* operons (Table 1), and regions within 300 bp upstream of the *ddlA-ftsA* and *mraZ-mraY operons* in B. abortus, N. gonorrhoeae, and S. meliloti. This analysis revealed the existence of a common direct repeat sequence, GCAn9TGC, upstream of the first gene in each of these predicted operons (Fig. 6A). In addition, analysis of the genome-wide expression data available for a *ntrYX* mutant in S. meliloti revealed significant decreases in transcript levels (*P* < 0.05) for genes in the *ddlA-ftsA* and *mraZ-mraY* putative operons (9). Searching the other DNA sequences bound by R. sphaeroides NtrX revealed matches to this conserved binding sequence (Fig. 6A), allowing the development of a putative binding site for this NtrC family RR (Fig. 6B). Although additional research is needed to test the identity of this sequence as the NtrX binding site, this analysis suggests that the ability of NtrYX to regulate the cell envelope is conserved across bacteria.

**FIG 6:**
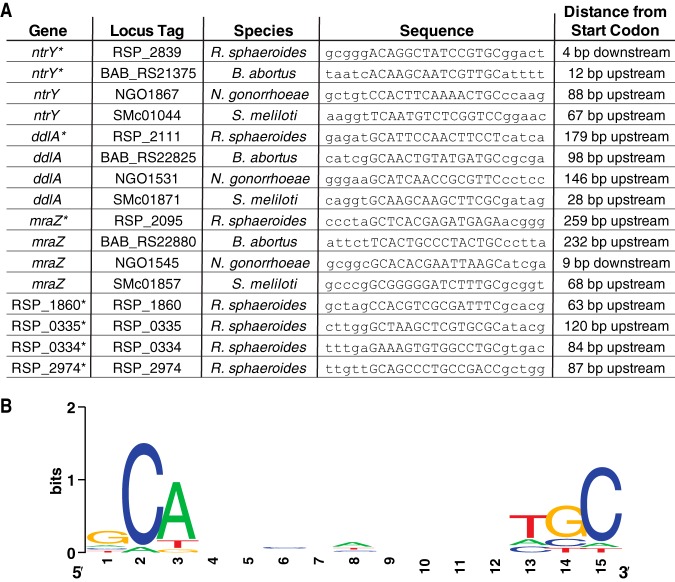
Prediction of NtrX binding sites upstream of predicted cell envelope operons in R. sphaeroides, B. abortus, N. gonorrhoeae, and S. meliloti. (A) Summary of the predicted NtrX binding sites. Regions known to bind NtrX are indicated with an asterisk. Homologs of *ntrY*, *ddlA*, and *mraZ* are included for B. abortus, N. gonorrhoeae, and S. meliloti, as indicated. The predicted NtrX binding site is in capital letters within each sequence, and the distance listed is from the end of the predicted NtrX binding site to the start codon of the indicated gene. (B) Sequence logo of the NtrX binding motif derived from analyzing the 16 predicted NtrX binding sites listed in panel A.

### Indirect effects of the loss of NtrYX on the cell envelope.

We also observed a large increase in transcripts encoding the zinc-dependent metalloamidase LpxC in the Δ*ntrYX* strain compared to parent cells. 

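The other genes of the lipid A pathway moved little beside *envA/lpxC*, which lay at 445 to 527 RPKM in the parent libraries and at 4134 to 4442 RPKM in the Δ*ntrYX* libraries. *lpxA*, which acts before LpxC, went from 189 ± 5.33 RPKM (SD, n = 3) to 169 ± 9.16 RPKM (SD, n = 4), with a log2 fold change of −0.16 (adjusted p = 0.221, and lower by 0.28 with quantile normalization, adjusted p = 0.0139). *lpxB* had a log2 fold change of −0.12 (adjusted p = 0.639) and *lpxK* −0.05 (adjusted p = 0.91). No lipid A gene other than *envA/lpxC* passed the test upward.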

Given the known regulatory role of LpxC in lipid A biosynthesis (42), is not surprising that we measured a reproducible increase in LPS levels in cells lacking NtrYX. We did not identify NtrX binding sites upstream of *lpxC* or other LPS biosynthesis genes, suggesting that LPS biosynthesis is indirectly regulated by this TCS. Other alterations in the cell envelope in cells lacking NtrYX are not clearly attributable to direct targets of NtrX or other transcriptome changes in cells lacking this TCS (increased phospholipid content, OM permeability, and periplasm thickness). Thus, with these pleotropic effects on the cell envelope, it is premature to propose a specific mechanistic model of how NtrX coordinates these direct and indirect effects on the cell envelope. Additional studies are needed to determine whether the changes in LPS levels, and other envelope alterations, are consequences of alterations in PG synthesis, the direct impact of NtrX on other putative transcription factors (MraZ), the action of additional target genes (RSP_1860, RSP_0332-35, RSP_2974-75) including an uncharacterized putative diguanylate cyclase/phosphodiesterase, or indirect effects of cell envelope perturbations in cells that lack NtrYX.

In conclusion, we have combined genetic, genomic, biochemical, and imaging studies to obtain important new insight into the transcriptional regulon for R. sphaeroides NtrX and shown that the NtrYX TCS has positive and negative effects on expression of genes that encode cell envelope functions. Thus, we conclude that in R. sphaeroides, NtrYX has a direct role in regulating assembly and function of the bacterial cell envelope. The R. sphaeroides HK NtrY amino acid sequence has a high degree of identity to B. abortus NtrY, which acts as a redox sensor by binding heme through its PAS domain and modulating the activity of the kinase based on the oxidation status of the heme iron. The amino acid identify between the PAS domain in the B. abortus and R. sphaeroides NtrY proteins (40% identical amino acids), along with the predicted PAC domain of R. sphaeroides (43), adjacent to the PAS domain, suggest that it is possible that R. sphaeroides NtrY also binds heme as a cofactor and is activated by a change in O_2_ tension. It is therefore plausible that the R. sphaeroides NtrYX TCS is involved in the remodeling of its cell envelope that is known to occur at low O_2_ tension. In the future, it will be important to elucidate the molecular impact of NtrYX on cell envelope biology, define how activity of this system is controlled, place this in the context of cell envelope process or regulators, and determine whether this TCS is associated with changes in extracytoplasmic functions in other species.

## MATERIALS AND METHODS

### Bacterial strains and growth conditions.

R. sphaeroides 2.4.1 strains used in this study Δ0382 (parent), ΔNtrYXΔ0382 (Δ*ntrYX*), and KL116, have been described previously (19). Cultures were grown in Sistrom’s minimal medium (SMM) (44), with 4 g/liter succinate, or where indicated 4.97 g/liter pyruvate (SMM-pyruvate). For aerobic cells, 10-ml cultures were grown in 125-ml flasks with shaking at ∼200 rpm at 30°C. For larger volumes, 500-ml cultures were grown in Roux bottles bubbled with 30% O_2_, 1% CO_2_, and 69% N_2_ (aerobic) or with 5% CO_2_ and 95% N_2_ (anaerobic). Anaerobic cultures were incubated in front of an incandescent light box with a light intensity of 10 W/m^2^ measured through a red glass filter. For N_2_-fixing conditions, a modified SMM was used without ammonium sulfate, glutamic acid, and aspartic acid.

### RNA extraction and transcriptome analysis.

R. sphaeroides cultures were grown aerobically in 500-ml cultures. At an optical density at 600 nm (OD_600_) of 0.3 to 0.4, 44 ml of harvested culture was combined with 6 ml of ice-cold stop solution (95% ethanol, 5% water-saturated phenol). These mixtures were centrifuged at 4°C for 10 min at 5,000 × *g*. Cell pellets were resuspended into 2 ml of lysis solution (2% sodium dodecyl sulfate [SDS], 16 mM EDTA in RNase-free water) and then incubated at 65°C for 5 min. Nucleic acid was extracted by adding equal volume of acid-phenol:chloroform (5:1; pH 4.5), mixing, incubating at 65°C for 5 min, mixing, and centrifuging at 16,000 × *g*. The aqueous phase was removed and extracted 2 more times, before adding an equal volume of chloroform, and centrifuging at 16,000 × *g* for 5 min. Then, 1/10 volume of 3 M sodium acetate and 1 ml isopropanol were added to the aqueous phase, followed by incubation at –20°C for 30 min, and then centrifugation at 16,000 × *g* for 30 min at 4°C to precipitate the nucleic acids. The pellet was washed with 75% ethanol and resuspended in RNase-free water. Samples were treated with RNase-free DNase and then purified with a RNeasy kit (Qiagen).

RNA-seq library preparation and sequencing were performed at the Joint Genome Institute. Libraries for sequencing were created using the Illumina TruSeq Stranded Total RNA kit (Illumina) following the standard protocol. RNA-seq libraries were sequenced on an Illumina NextSeq in 2x151 reads using the standard protocol. The paired-end FASTQ files were split into R1 and R2 files, and R1 files were retained for further analysis, as previous data contained only single-end reads. All FASTQ files were processed through the same pipeline. Reads were trimmed using Trimmomatic version 0.3 (45) with the default settings except for a HEADCROP of 5, LEADING of 3, TRAILING of 3, SLIDINGWINDOW of 3:30, and MINLEN of 36. After trimming, the reads were aligned to the R. sphaeroides 2.4.1 genome sequence (GenBank accession number GCA_000012905.2) using Bowtie2 version 2.2.2 (46) with default settings except that the number of mismatches was set at 1. Aligned reads were mapped to gene locations using HTSeq version 0.6.0 (47) using default settings except that the “reverse” strandedness argument was used. edgeR version 3.26.8 (48, 49) was used to identify significantly differentially expressed genes from pairwise analyses, using Benjamini and Hochberg (50) false discovery rate (FDR) of less than 0.05 as a significance threshold. Raw sequencing reads were normalized using the reads per kilobase per million mapped reads (RPKM). Pathway enrichment was performed using the SmartTable enrichment function at biocyc.org (51) using a *P* value of ≤0.05 as significant.

### Chromatin immunoprecipitation analysis.

R. sphaeroides KL116 cells, expressing isopropyl β-d-1-thiogalactopyranoside (IPTG)-inducible 3xMyc-tagged NtrX, were grown aerobically in 500-ml cultures. Cells were analyzed from two separate experiments using cultures grown with 3 or 50 μM IPTG at inoculation and harvested at mid-exponential phase. Chromatin immunoprecipitation (ChIP) was conducted as previously described (52), with polyclonal antibodies against the Myc epitope tag (ab9132; Abcam). Immunoprecipitated DNA was PCR amplified, gel purified (size selection, ∼200 bp) and sequenced at the University of Wisconsin-Madison Biotechnology Center sequencing facility, using a HiSeq 2500 sequencing system (Illumina, Inc.). The initial 50-bp sequence tags were mapped to the R. sphaeroides 2.4.1 genome (GenBank accession number GCA_000012905.2) using SOAP version 2.21 (53), allowing a maximum of two mismatches and no gaps. Peaks were identified using MOSAiCS (54) at a FDR of 0.05. The MOSAiCS analysis was conducted as a two-sample analysis, with ChIP-seq data from either input DNA or ChIP conducted with anti-Myc antibody in R. sphaeroides 2.4.1 without a Myc-tagged protein used as a control. Only peaks that were called significant using both controls (i.e., the intersect of the 2 analyses) were considered true peaks. The analysis was conducted using cells grown with 3 and 50 μM IPTG; Table 1 lists the peaks that were identified in both experiments, Data Set S2 in the supplemental material lists all the peaks identified in each replicate.

### Microscopy.

Bright-field microscopy images were acquired on a microscope EVOS FL auto with objective 100× oil immersion plan apochromat (numerical aperture, 1.40). Ten-milliliter aerobic cultures were grown until they reached an OD_600_ of 0.2 to 0.4 for exponential phase and an OD_600_ of >0.8 for stationary phase. Cells were placed on a coverglass under a 1.5% agarose pad. To facilitate cell segmentation, bright-field pictures were treated in FIJI with background subtraction (rolling ball radius = 30 pixels [pxs]), bandpass filter (large filter, 40 pxs; small filter, 2 pxs) and contrast enhancing (0.1%). Bright-field images were segmented by the plugin MicrobeJ (green contour in Fig. S1A and D) (22). The constriction feature of MicrobeJ (yellow bar in Fig. S1A) detects cells with a constriction at the mid-cell, corresponding to dividing cells. To improve accuracy of segmentation, membrane dye FM4-64 (Setareh Biotech) was used to verify the constriction rings and visualize the division septa, and DNA stain DAPI (Sigma-Aldrich) was used to assess for condensed DNA. Unpaired *t* tests were performed using software R.

TEM was performed as described previously (20), except that uranyl acetate was substituted with uranyl acetate alternative (Ted Pella). The periplasmic thickness was measured directly in Digital Micrograph in cell cross sections, as a perpendicular distance between the IM and OM.

### Analysis of PG precursors.

For hot water extracts, strains were grown aerobically for 3 days in 10-ml cultures in SMM-pyruvate and then diluted to an OD_600_ of 0.25 into 3 ml fresh medium in 25-ml Erlenmeyer flasks with 10-μCi/ml [^3^H]glucosamine. Cultures were grown for 5 h,  then washed twice with 3 ml medium, and added to 3 ml fresh medium. In order to determine the amount of incorporated label, the radioactivity of 30 μl of suspended culture was measured in counts per minute (cpm) by liquid scintillation counting. Cells were grown for an additional 45 min and then washed twice with 1 ml cold water, and the pellet was left on ice for 5 min. Pelleted cells were then suspended in 2 ml boiling water and then boiled for an additional 5 min. Samples were cooled to room temperature and centrifuged at 17,000 × *g* for 20 min. Soluble peptidoglycan precursors in the supernatant were then separated by size exclusion chromatography, and fractions were counted by liquid scintillation counting as described previously (55). Fraction cpm values were normalized to incorporated label of the parent strain.

### Cellular macromolecule measurements.

Ten-milliliter exponential-phase aerobic cultures were harvested by centrifuging at 10,000 × *g* for 15 min at 4°C, and the cell pellet was resuspended in an equal volume of medium. For protein, nucleic acid, and LPS measurements, the cells were lysed by sonicating on ice. Protein concentration was measured using the Pierce BCA protein assay kit (ThermoFisher Scientific), and nucleic acids were measured using a Qubit fluorimeter using the 1× dsDNA HS assay kit and the RNA BR assay kit (Invitrogen). LPS was measured using the Pierce LAL chromogenic endotoxin quantification kit (ThermoFisher Scientific) with samples serially diluted in endotoxin-free water. All kits were used according to the manufacturers’ protocols. Lipid extraction with chloroform-methanol, esterification, gas chromatography-mass spectrometry (GC-MS) analysis, and quantification (20) were performed using 2.5-ml samples. The measured fatty acid levels were converted using the average phospholipid molecular weight of 718.1 g/mol, which takes into account the relative abundance of the fatty acid species that we measure, and the reported composition of the three most abundant phospholipids in R. sphaeroides (56, 57).

Absorbance scans to detect pigment-protein complexes were performed on 200 μl of aerobic culture in Nunc 96-well black optical-bottom plates (ThermoFisher Scientific), using an Infinite M1000 plate reader (Tecan). Strains and growth conditions that contain pigment-protein complexes (20) were used as positive controls.

### Cell permeability assays.

OM permeability was measured on exponential cells (OD_600_ of 0.3 to 0.5) grown in 10-ml aerobic cultures, washed, and resuspended with 5 mM HEPES, and normalized to an OD_600_ of 0.5. NPN uptake assays were performed as described previously (30), using a final concentration of 5 μM NPN. Fluorescence measurements (excitation, 340 nm; emission, 400 nm) were taken on an Infinite M1000 plate reader (Tecan). Background fluorescence of NPN only (no cells) was subtracted from all fluorescence measurements and then scaled relative to untreated parent cells.

PI staining was measured on cell samples prepared as for NPN assays, except that phosphate-buffered saline (PBS) was used to wash and resuspend the cells. PI (1.0 mg/ml in water) (ThermoFisher Scientific) was diluted to 10 μg/ml in PBS. To perform the assays, 10 μl Triton X-100 (0.2% or 2%), 20 μl PI, and 170 μl cell solution were combined in Nunc 96-well black optical-bottom plates (ThermoFisher Scientific). Fluorescence (excitation 535 nm, emission 625 nm) was read immediately, and calculations were performed as for NPN assays.

### NtrX binding site analysis.

To identify potential NtrX binding sequences, we compared the sequence identified from foot-printing full-length wild-type NtrX on the *ntrY* promoter in B. abortus (17) to known binding sequences for NtrC family transcription factors (58–62), since NtrX is a member of the NtrC subfamily of RRs (17). The common sequence pattern that emerged from this comparison was GCAnnnnnnnnnTGC, so this was used to search sequences 300 bp upstream of the ATG start codon for the first gene in each predicted operon for potential NtrX binding sequences. We first searched the seven sites known to be bound by R. sphaeroides NtrX (Table 1) and the B. abortus *ntrY* promoter (17). We also examined the DNA upstream of *ntrY* in N. gonorrhoeae and S. meliloti and that upstream of the predicted *dcw* gene cluster operons *ddlA-ftsA* and *mraZ-mraY* in B. abortus, N. gonorrhoeae, and S. meliloti for NtrX binding sites. The single best potential NtrX binding sequence in each of these regions was identified, and a logo was derived from these 16 potential binding sites using WebLogo (https://weblogo.berkeley.edu).

### Data availability.

The RNA-seq and ChIP-seq data are available in the National Center for Biotechnology Information Gene Expression Omnibus under accession number GSE145442.

## References

[1] SilhavyTJ, KahneD, WalkerS 2010 The bacterial cell envelope. Cold Spring Harb Perspect Biol 2:a000414. doi:10.1101/cshperspect.a000414.20452953PMC2857177

[2] WyckoffTJ, TaylorJA, SalamaNR 2012 Beyond growth: novel functions for bacterial cell wall hydrolases. Trends Microbiol 20:540–547. doi:10.1016/j.tim.2012.08.003.22944244PMC3479350

[3] RowleyG, SpectorM, KormanecJ, RobertsM 2006 Pushing the envelope: extracytoplasmic stress responses in bacterial pathogens. Nat Rev Microbiol 4:383–394. doi:10.1038/nrmicro1394.16715050

[4] ZschiedrichCP, KeidelV, SzurmantH 2016 Molecular mechanisms of two-component signal transduction. J Mol Biol 428:3752–3775. doi:10.1016/j.jmb.2016.08.003.27519796PMC5023499

[5] CardonaST, ChoyM, HoganAM 2018 Essential two-component systems regulating cell envelope functions: opportunities for novel antibiotic therapies. J Membr Biol 251:75–89. doi:10.1007/s00232-017-9995-5.29098331

[6] AtackJM, SrikhantaYN, DjokoKY, WelchJP, HasriNH, SteichenCT, Vanden HovenRN, GrimmondSM, OthmanDS, KapplerU, ApicellaMA, JenningsMP, EdwardsJL, McEwanAG 2013 Characterization of an *ntrX* mutant of *Neisseria gonorrhoeae* reveals a response regulator that controls expression of respiratory enzymes in oxidase-positive proteobacteria. J Bacteriol 195:2632–2641. doi:10.1128/JB.02062-12.23564168PMC3676050

[7] CarricaMDC, FernandezI, MartiMA, ParisG, GoldbaumFA 2012 The NtrY/X two-component system of *Brucella* spp. acts as a redox sensor and regulates the expression of nitrogen respiration enzymes. Mol Microbiol 85:39–50. doi:10.1111/j.1365-2958.2012.08095.x.22582926

[8] CarricaMDC, FernandezI, SieiraR, ParisG, GoldbaumFA 2013 The two-component systems PrrBA and NtrYX co-ordinately regulate the adaptation of *Brucella abortus* to an oxygen-limited environment. Mol Microbiol 88:222–233. doi:10.1111/mmi.12181.23527685

[9] Calatrava-MoralesN, NogalesJ, AmeztoyK, van SteenbergenB, SotoMJ 2017 The NtrY/NtrX system of *Sinorhizobium meliloti* GR4 regulates motility, EPS I production, and nitrogen metabolism but is dispensable for symbiotic nitrogen fixation. Mol Plant Microbe Interact 30:566–577. doi:10.1094/MPMI-01-17-0021-R.28398840

[10] PawlowskiK, KlosseU, de BruijnFJ 1991 Characterization of a novel *Azorhizobium caulinodans* ORS571 two-component regulatory system, NtrY/NtrX, involved in nitrogen fixation and metabolism. Mol Gen Genet 231:124–138. doi:10.1007/bf00293830.1661370

[11] LópezMF, HegelVA, TorresMJ, GarcíaAH, DelgadoMJ, López-GarcíaSL 2019 The *Bradyrhizobium diazoefficiens* two-component system NtrYX has a key role in symbiotic nitrogen fixation of soybean plants and *cbb*_3_ oxidase expression in bacteroids. Plant Soil 440:167–183. doi:10.1007/s11104-019-04067-0.

[12] NogalesJ, CamposR, BenAbdelkhalekH, OlivaresJ, LluchC, SanjuanJ 2002 *Rhizobium tropici* genes involved in free-living salt tolerance are required for the establishment of efficient nitrogen-fixing symbiosis with *Phaseolus vulgaris*. Mol Plant Microbe Interact 15:225–232. doi:10.1094/MPMI.2002.15.3.225.11952125

[13] ChengZ, LinM, RikihisaY 2014 *Ehrlichia chaffeensis* proliferation begins with NtrY/NtrX and PutA/GlnA upregulation and CtrA degradation induced by proline and glutamine uptake. mBio 5:e02141-14. doi:10.1128/mBio.02141-14.25425236PMC4251998

[14] GregorJ, ZellerT, BalzerA, HaberzettlK, KlugG 2007 Bacterial regulatory networks include direct contact of response regulator proteins: interaction of RegA and NtrX in *Rhodobacter capsulatus*. J Mol Microbiol Biotechnol 13:126–139. doi:10.1159/000103604.17693720

[15] WangD, XueH, WangY, YinR, XieF, LuoL 2013 The *Sinorhizobium meliloti ntrX* gene is involved in succinoglycan production, motility, and symbiotic nodulation on alfalfa. Appl Environ Microbiol 79:7150–7159. doi:10.1128/AEM.02225-13.24038694PMC3837732

[16] BonatoP, AlvesLR, OsakiJH, RigoLU, PedrosaFO, SouzaEM, ZhangN, SchumacherJ, BuckM, WassemR, ChubatsuLS 2016 The NtrY-NtrX two-component system is involved in controlling nitrate assimilation in *Herbaspirillum seropedicae* strain SmR1. FEBS J 283:3919–3930. doi:10.1111/febs.13897.27634462

[17] FernándezI, CornaciuI, CarricaMDC, UchikawaE, HoffmannG, SieiraR, MárquezJA, GoldbaumFA 2017 Three-dimensional structure of full-length NtrX, an unusual member of the NtrC family of response regulators. J Mol Biol 429:1192–1212. doi:10.1016/j.jmb.2016.12.022.28088479

[18] TavanoCL, DonohueTJ 2006 Development of the bacterial photosynthetic apparatus. Curr Opin Microbiol 9:625–631. doi:10.1016/j.mib.2006.10.005.17055774PMC2765710

[19] LemmerKC, ZhangW, LangerSJ, DohnalkovaAC, HuD, LemkeRA, PiotrowskiJS, OrrG, NogueraDR, DonohueTJ 2017 Mutations that alter the bacterial cell envelope increase lipid production. mBio 8:e00513-17. doi:10.1128/mBio.00513-17.28536286PMC5442454

[20] LemmerKC, DohnalkovaAC, NogueraDR, DonohueTJ 2015 Oxygen-dependent regulation of bacterial lipid production. J Bacteriol 197:1649–1658. doi:10.1128/JB.02510-14.25733615PMC4403652

[21] HarryE, MonahanL, ThompsonL 2006 Bacterial cell division: the mechanism and its precison. Int Rev Cytol 253:27–94. doi:10.1016/S0074-7696(06)53002-5.17098054

[22] DucretA, QuardokusEM, BrunYV 2016 MicrobeJ, a tool for high throughput bacterial cell detection and quantitative analysis. Nat Microbiol 1:16077. doi:10.1038/nmicrobiol.2016.77.27572972PMC5010025

[23] TypasA, BanzhafM, GrossCA, VollmerW 2011 From the regulation of peptidoglycan synthesis to bacterial growth and morphology. Nat Rev Microbiol 10:123–136. doi:10.1038/nrmicro2677.22203377PMC5433867

[24] van TeeselingMCF, de PedroMA, CavaF 2017 Determinants of bacterial morphology: from fundamentals to possibilities for antimicrobial targeting. Front Microbiol 8:1264. doi:10.3389/fmicb.2017.01264.28740487PMC5502672

[25] PisabarroAG, de PedroMA, VazquezD 1985 Structural modifications in the peptidoglycan of *Escherichia coli* associated with changes in the state of growth of the culture. J Bacteriol 161:238–242. doi:10.1128/JB.161.1.238-242.1985.3881387PMC214862

[26] BarreteauH, KovačA, BonifaceA, SovaM, GobecS, BlanotD 2008 Cytoplasmic steps of peptidoglycan biosynthesis. FEMS Microbiol Rev 32:168–207. doi:10.1111/j.1574-6976.2008.00104.x.18266853

[27] SchaubRE, ChanYA, LeeM, HesekD, MobasheryS, DillardJP 2016 Lytic transglycosylases LtgA and LtgD perform distinct roles in remodeling, recycling and releasing peptidoglycan in *Neisseria gonorrhoeae*. Mol Microbiol 102:865–881. doi:10.1111/mmi.13496.27608412PMC5463997

[28] ChengQ, LiH, MerdekK, ParkJT 2000 Molecular characterization of the beta-N-acetylglucosaminidase of *Escherichia coli* and its role in cell wall recycling. J Bacteriol 182:4836–4840. doi:10.1128/jb.182.17.4836-4840.2000.10940025PMC111361

[29] NikaidoH 2003 Molecular basis of bacterial outer membrane permeability revisited. Microbiol Mol Biol Rev 67:593–656. doi:10.1128/mmbr.67.4.593-656.2003.14665678PMC309051

[30] HelanderIM, Mattila-SandholmT 2000 Fluorometric assessment of Gram-negative bacterial permeabilization. J Appl Microbiol 88:213–219. doi:10.1046/j.1365-2672.2000.00971.x.10735988

[31] VitorinoJC, SteffensMB, MachadoHB, YatesMG, SouzaEM, PedrosaFO 2001 Potential roles for the *glnB* and *ntrYX* genes in *Azospirillum brasilense*. FEMS Microbiol Lett 201:199–204. doi:10.1111/j.1574-6968.2001.tb10757.x.11470362

[32] BushM, DixonR 2012 The role of bacterial enhancer binding proteins as specialized activators of σ^54^-dependent transcription. Microbiol Mol Biol Rev 76:497–529. doi:10.1128/MMBR.00006-12.22933558PMC3429621

[33] LeeTK, HuangKC 2013 The role of hydrolases in bacterial cell-wall growth. Curr Opin Microbiol 16:760–766. doi:10.1016/j.mib.2013.08.005.24035761PMC3986426

[34] SycuroLK, PincusZ, GutierrezKD, BiboyJ, SternCA, VollmerW, SalamaNR 2010 Peptidoglycan crosslinking relaxation promotes *Helicobacter pylori*’s helical shape and stomach colonization. Cell 141:822–833. doi:10.1016/j.cell.2010.03.046.20510929PMC2920535

[35] HayNA, TipperDJ, GygiD, HughesC 1999 A novel membrane protein influencing cell shape and multicellular swarming of *Proteus mirabilis*. J Bacteriol 181:2008–2016. doi:10.1128/JB.181.7.2008-2016.1999.10094676PMC93611

[36] AyalaJA, GarridoT, De PedroMA, VicenteM 1994 Chapter 5. Molecular biology of bacterial septation, p 73–101. *In* GhuysenJ-M, HakenbeckR (ed), New comprehensive biochemistry, vol 27 Bacterial cell wall. Elsevier Science, Amsterdam, The Netherlands.

[37] VicenteM, GomezMJ, AyalaJA 1998 Regulation of transcription of cell division genes in the *Escherichia coli dcw* cluster. Cell Mol Life Sci 54:317–324. doi:10.1007/s000180050158.9614967PMC11147420

[38] EganAJ, VollmerW 2013 The physiology of bacterial cell division. Ann N Y Acad Sci 1277:8–28. doi:10.1111/j.1749-6632.2012.06818.x.23215820

[39] ErasoJM, MarkillieLM, MitchellHD, TaylorRC, OrrG, MargolinW 2014 The highly conserved MraZ protein is a transcriptional regulator in *Escherichia coli*. J Bacteriol 196:2053–2066. doi:10.1128/JB.01370-13.24659771PMC4010979

[40] MuraA, FaddaD, PerezAJ, DanforthML, MusuD, RicoAI, KrupkaM, DenapaiteD, TsuiH-CT, WinklerME, BrannyP, VicenteM, MargolinW, MassiddaO 2017 Roles of the essential protein FtsA in cell growth and division in Streptococcus pneumoniae. J Bacteriol 199:e00608-16. doi:10.1128/JB.00608-16.27872183PMC5237122

[41] JainP, MalakarB, KhanMZ, LochabS, SinghA, NandicooriVK 2018 Delineating FtsQ mediated regulation of cell division in *Mycobacterium tuberculosis*. J Biol Chem 293:12331–12349. doi:10.1074/jbc.RA118.003628.29903917PMC6093227

[42] PeiZ, AdamWB 2008 Mechanism and inhibition of LpxC: an essential zinc-dependent deacetylase of bacterial lipid A synthesis. Curr Pharm Biotechnol 9:9–15. doi:10.2174/138920108783497668.18289052PMC3022321

[43] The UniProt Consortium. 2019 UniProt: a worldwide hub of protein knowledge. Nucleic Acids Res 47:D506–D515. doi:10.1093/nar/gky1049.30395287PMC6323992

[44] SistromWR 1960 A requirement for sodium in the growth of *Rhodopseudomonas spheroides*. J Gen Microbiol 22:778–785. doi:10.1099/00221287-22-3-778.14447230

[45] BolgerAM, LohseM, UsadelB 2014 Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics 30:2114–2120. doi:10.1093/bioinformatics/btu170.24695404PMC4103590

[46] LangmeadB, SalzbergSL 2012 Fast gapped-read alignment with Bowtie 2. Nat Methods 9:357–359. doi:10.1038/nmeth.1923.22388286PMC3322381

[47] AndersS, PylPT, HuberW 2015 HTSeq–a Python framework to work with high-throughput sequencing data. Bioinformatics 31:166–169. doi:10.1093/bioinformatics/btu638.25260700PMC4287950

[48] RobinsonMD, McCarthyDJ, SmythGK 2010 edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26:139–140. doi:10.1093/bioinformatics/btp616.19910308PMC2796818

[49] McCarthyDJ, ChenY, SmythGK 2012 Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res 40:4288–4297. doi:10.1093/nar/gks042.22287627PMC3378882

[50] BenjaminiY, HochbergY 1995 Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Series B Stat Methodol 57:289–300. doi:10.1111/j.2517-6161.1995.tb02031.x.

[51] KarpPD, BillingtonR, CaspiR, FulcherCA, LatendresseM, KothariA, KeselerIM, KrummenackerM, MidfordPE, OngQ, OngWK, PaleySM, SubhravetiP 2019 The BioCyc collection of microbial genomes and metabolic pathways. Brief Bioinform 20:1085–1093. doi:10.1093/bib/bbx085.29447345PMC6781571

[52] DufourYS, LandickR, DonohueTJ 2008 Organization and evolution of the biological response to singlet oxygen stress. J Mol Biol 383:713–730. doi:10.1016/j.jmb.2008.08.017.18723027PMC2579311

[53] LiR, YuC, LiY, LamTW, YiuSM, KristiansenK, WangJ 2009 SOAP2: an improved ultrafast tool for short read alignment. Bioinformatics 25:1966–1967. doi:10.1093/bioinformatics/btp336.19497933

[54] KuanPF, ChungD, PanG, ThomsonJA, StewartR, KelesS 2011 A statistical framework for the analysis of ChIP-Seq data. J Am Stat Assoc 106:891–903. doi:10.1198/jasa.2011.ap09706.26478641PMC4608541

[55] CloudKA, DillardJP 2002 A lytic transglycosylase of *Neisseria gonorrhoeae* is involved in peptidoglycan-derived cytotoxin production. Infect Immun 70:2752–2757. doi:10.1128/iai.70.6.2752-2757.2002.12010959PMC127960

[56] RussellNJ, HarwoodJL 1979 Changes in the acyl lipid composition of photosynthetic bacteria grown under photosynthetic and non-photosynthetic conditions. Biochem J 181:339–345. doi:10.1042/bj1810339.115463PMC1161166

[57] MarinettiGV, CattieuK 1981 Lipid analysis of cells and chromatophores of *Rhodopseudomonas sphaeroides*. Chem Phys Lipids 28:241–251. doi:10.1016/0009-3084(81)90011-6.

[58] ContrerasA, DrummondM 1988 The effect on the function of the transcriptional activator NtrC from *Klebsiella pneumoniae* of mutations in the DNA-recognition helix. Nucleic Acids Res 16:4025–4039. doi:10.1093/nar/16.9.4025.3287338PMC336572

[59] Ferro-Luzzi AmesG, NikaidoK 1985 Nitrogen regulation in *Salmonella typhimurium*. Identification of an ntrC protein-binding site and definition of a consensus binding sequence. EMBO J 4:539–547. doi:10.1002/j.1460-2075.1985.tb03662.x.2862031PMC554219

[60] RobisonK, McGuireAM, ChurchGM 1998 A comprehensive library of DNA-binding site matrices for 55 proteins applied to the complete *Escherichia coli* K-12 genome. J Mol Biol 284:241–254. doi:10.1006/jmbi.1998.2160.9813115

[61] SpinosaM, RiccioA, MandrichL, MancoG, LambertiA, IaccarinoM, MerrickM, PatriarcaEJ 2000 Inhibition of glutamine synthetase II expression by the product of the *gstI* gene. Mol Microbiol 37:443–452. doi:10.1046/j.1365-2958.2000.02018.x.10931338

[62] De ZamaroczyM, DelormeF, ElmerichC 1990 Characterization of three different nitrogen-regulated promoter regions for the expression of *glnB* and *glnA* in *Azospirillum brasilense*. Mol Gen Genet 224:421–430. doi:10.1007/bf00262437.1702507

# Supplementary material for: The NtrYX Two-Component System Regulates the Bacterial Cell Envelope
**Source:** mBio. 2020 May 19;11(3):e00957-20. doi: 10.1128/mBio.00957-20
**Supplement:** TABLE S1

Table S1 Growth rates of parent and $\Delta ntrYX$ cultures

Growth condition	Doubling time (hours)		Relative change	n	p value
	Parent	$\Delta ntrYX$			
Aerobic, NH ₄	2.9 ± 0.3	4.0 ± 0.4	+ 41%	6	0.0002
Anaerobic + light, NH ₄	3.6 ± 0.5	5.9 ± 1.2	+ 65%	7	0.0004
Anaerobic + light, N ₂	7.1 ± 0.6	8.9 ± 1.3	+ 25%	6	0.0119

# Supplementary material for: The NtrYX Two-Component System Regulates the Bacterial Cell Envelope
**Source:** mBio. 2020 May 19;11(3):e00957-20. doi: 10.1128/mBio.00957-20
**Supplement:** TABLE S2

Table S2 Cell biomass composition in $\mu\text{g}/\text{ml}$ of aerobically grown parent and $\Delta ntrYX$ cultures, both normalized to an absorbance of 1 at 600 nm

Strain	Phospholipid	LPS	Protein	DNA	RNA
Parent	25.7 ± 3.0	3.9 ± 0.9	235 ± 21	18.1 ± 5.4	30.2 ± 5.3
$\Delta ntrYX$	53.0 ± 7.9^a	8.0 ± 2.6^b	229 ± 18	17.7 ± 1.7	31.3 ± 2.4

^a $p < 0.0001$ compared to parent cells

^b $p < 0.001$ compared to parent cells

# Supplementary material for: The NtrYX Two-Component System Regulates the Bacterial Cell Envelope
**Source:** mBio. 2020 May 19;11(3):e00957-20. doi: 10.1128/mBio.00957-20
**Supplement:** TABLE S3

Table S3 Growth of parent and *ΔntrYX* strains with different nitrogen sources

Strain	Growth condition	N source			
		NH ₄	Urea	Glutamate	N ₂
Parent	Aerobic ^a	++	+	++	nd
	Anaerobic + light ^b	++	++	++	++
<i>ΔntrYX</i>	Aerobic ^a	++	+	++	nd
	Anaerobic + light ^b	++	++	++	++

++, strain grew well; +, strain grew poorly; nd, not done.

^a Aerobic cultures were grown in 200 μl of SMM in 96-well plates at 30 °C with shaking in an Infinite M1000 plate reader (Tecan).

^b Anaerobic cultures were grown in sealed ~18 ml screw caps tubes incubated at room temperature in front of an incandescent light with a light intensity of 10 W/m² measured through a red glass filter.

How the deposited data were processed for this re-analysis (not part of the article)

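RNA-seq libraries were analysed from 3 cultures of the parent strain (replicates A to C) and 4 cultures of Δ*ntrYX* cells (replicates A to D), all grown aerobically with 30% oxygen in the gas. Each sample's strain and replicate were taken from the sample titles, which match the names of the columns used except for 1 title, Parent Bep C, which was read as Parent Rep C. The ChIP-seq libraries of the series were not analysed here. Another 70 columns with values per sample, which carry no title of a sample in the series, were not used here.

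The authors kept the first read of each pair, trimmed it with Trimmomatic 0.3 and aligned it to the genome of strain 2.4.1 with Bowtie2 2.2.2 allowing 1 mismatch. They counted reads with HTSeq 0.6.0 in its reverse strand setting and deposited RPKM with 3 decimals for each gene and library. The authors' deposited table of changed genes and their table of regulators hold log2 ratios of mean RPKM, and the former also holds the FDR p-value that the authors obtained with edgeR 3.26.8. The authors also deposited tables of intracellular and extracellular proteins, whose values are a mean score of mutant against control with both signs and whose p-value comes from the authors' test. The log base of these scores, the number of replicates, and the sidedness and correction of that test are not given in the sources used here. A table of 73 extracellular proteins that the authors deposited differs from their table of all extracellular proteins for 73 of 73 score values and from the parent's mean RPKM for 72 of 73 genes, as if its lines were shifted, and its values were not used. Locus tags and gene names are those of the deposited table; 0 of its tags matched the reference table of genes, so no name or coordinate was taken from there. The table lists 4313 entries with 4312 distinct locus tags.

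RPKM carry no read totals. Low RPKM values move in steps of single reads, and ratios of such values between libraries gave the relative depth of each library, with values from 0.2 to 3 RPKM, a tolerance of 0.4% and at most 40 reads per gene. The number of ratios at the peak was 51 to 178 for 5 libraries and 16 for parent replicate B. Over 311 genes whose steps could be read, 1 read stood for a median of 0.199 to 0.349 RPKM across the libraries, so values below about 1 RPKM rest on few reads.

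The comparison was made in R 4.3.3 with limma 3.58.1. Values were log2(RPKM + 1), with no further scaling, for the 4213 genes with a mean of at least 1 RPKM over the 7 libraries. A linear model with strain alone was fitted, with empirical Bayes moderation and a trend of the variance on the mean, and p-values were adjusted with the Benjamini-Hochberg method over the genes tested. Genes were counted at an adjusted p of 0.05 or less, and as changed 2-fold when the log2 fold change was also 1 or more in size. These thresholds are those the paper states. Ratios of mean RPKM are given for description. Gene lists were tested with limma's camera with a preset correlation of 0.01 between genes and with an estimated correlation, and with a one-sided Fisher's exact test for an excess of genes past the adjusted p, each adjusted over 28 lists. Fisher's exact test takes the genes of a list as independent, which genes of a shared operon are not, so its p-values can be too small. Camera sets the genes of a list against all other genes tested, so a list moved up or down relative to those genes. Counts within a list are given after adjustment over all genes tested and after adjustment over the list alone. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

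The lists were UDP-GlcNAc synthesis, O antigen synthesis, peptidoglycan synthesis and lipid A synthesis as in Fig. 1C, the *dcw* cluster, NtrX target genes, genes beside the deletion, the RpoE-ChrR singlet oxygen response, photosynthesis, nitrogen fixation, nitrogen assimilation and denitrification, ribosomal proteins, ATP synthase, NADH dehydrogenase, terminal oxidases, flagellum, chemotaxis, chaperones and heat shock proteases, iron and siderophore uptake, peptidoglycan remodelling, fatty acid and phospholipid synthesis, outer membrane proteins, exopolysaccharide, type VI secretion, Calvin cycle, phage genes, potassium transport and stable RNA genes. Members were set by locus tag or by patterns in gene names and products. After the deposited tables were read, entries that the patterns had caught by name alone were left out from their annotation, without regard to their values: *nifR3*, *tgt*, *coxL*, *coxS*, *aqpZ*, RSP_2340 and RSP_2891. The pattern for stable RNA was narrowed at the same time, and the spelling of GutQ was matched. *nifU*, annotated as NifU-related, was kept among the nitrogen fixation genes. The RpoE-ChrR list was chosen after its values in Data Set S1 had been seen, so the tests of this list as a group are not reported as evidence. The study chose the pathways of Fig. 1C from these RNA-seq libraries, so tests of those lists as groups are not independent evidence. The NtrX targets came from its ChIP-seq of separate cultures.

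Genes named in the text follow 4 rules: genes that the paper names in its text, Fig. 1C or Table 1 as measured by RNA-seq; the 10 largest rises and the 10 largest falls among genes changed 2-fold whose libraries do not overlap between the strains; up to 4 members of each list, the 2 largest rises and the 2 largest falls past the adjusted p; and the deleted genes with their neighbours.

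The main comparison and the alternatives were fixed before the data were examined in the deposited tables, but after values of part of the genes in Data Set S1, which come from the same libraries, had been seen. The alternatives were pseudocounts of 0.1 and 5, no filter and a filter at a mean of 5 RPKM, median-ratio scaling, quantile normalization, limma without a trend and with library weights, the ratio of mean RPKM for the 2-fold threshold, leaving out each library in turn, a replicate block by letter and by the number in Data Set S1, and camera with an estimated correlation. Leaving out parent replicate B and Δ*ntrYX* replicate D together was added after the data were seen. All 35 ways to part the 7 libraries into 3 and 4 were also fitted.

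The calculations were tested on simulated data drawn from the means and spread of this comparison, with changed genes of known fold. Of the simulated changes over 4184 genes, 62.9% of those of 1.5-fold, 94.3% of those of 2-fold and 100% of those of 4-fold were recovered. Of the calls, 5.46% were false. Changes were planted only in genes well above the filter of 1 RPKM, so recovery for genes of a few RPKM was not measured. For gene lists, simulated over 4187 genes, a list of 12 changed genes had a camera adjusted p of 3.21e-36 with the preset correlation. With the estimated correlation it was 0.000802, and 0 of 20 random lists passed with the preset. The simulated genes varied independently of each other. These list results therefore do not show how either setting behaves where genes of a list move together, as in the libraries.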

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

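The tests on parent replicate B and Δ*ntrYX* replicate D in this part were chosen only after the results they bear on were seen.

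Genes of groups that the paper does not discuss passed an adjusted p of 0.05 in limma: 12 of 12 in the RpoE-ChrR singlet oxygen response (all higher; a list chosen after its values in Data Set S1 had been seen), 12 of 25 among chaperones and heat shock proteases (10 higher, 2 lower), 13 of 36 for iron and siderophore uptake (10 higher, 3 lower) and 11 of 19 outer membrane protein genes (4 higher, 7 lower). The authors' deposited protein tables, which the paper does not report on, hold 117 of 384 extracellular proteins (73 higher, 44 lower) and 73 of 76 intracellular proteins (34 higher, 39 lower) with the authors' p-value at 0.05 or less. The authors' table of 20 regulators gives a change of at least 2-fold for 6 of them in phototrophic cells, a condition for which the paper reports no transcript values; no test of these values was made here.

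For 7 of 118 genes named in the text, 1 Δ*ntrYX* library lay far from the other 3 by Dixon's test, which picks about 1 group in 20 by chance, or 5.9 of 118. Δ*ntrYX* replicate D lay below the others for *murC* (88.3 RPKM against 107 to 109), *ddlA* (144.3 against 252 to 282), *ftsA* (119 against 154 to 158), RSP_2219 (66.3 against 83.9 to 87.7) and RSP_2289 (22.8 against 36.8 to 39.7), and above them for RSP_7369 (98.3 against 63.6 to 66.5). Δ*ntrYX* replicate C lay above the others for *rfbC* (320.5 against 308.0 to 310.1).

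Of the 70 genes that the paper lists as at least 2-fold lower, 14 were more than 2 times as high in parent replicate B as in both other parent libraries, against 0 for replicate A and 0 for replicate C, and the highest parent mean among the 14 was 8.19 RPKM. One depth or scale factor for parent replicate B would lift abundant genes as well, but for genes over 50 RPKM in Δ*ntrYX* cells the median log2 ratio of B to the mean of A and C was −0.079. With genes binned by their Δ*ntrYX* mean, the median excess of B was 2.59 to 3.34 RPKM in each bin below 5 RPKM. It was 2.60 RPKM at 2 to 5 RPKM against 2.77 RPKM at 0.25 to 0.5 RPKM, a ratio of 0.94. The median fell to 2.09 RPKM at 5 to 10, 1.77 at 10 to 20, −0.263 at 20 to 50 and −7.11 over 50 RPKM. A background added to low genes in parent replicate B is a candidate explanation, and its source, such as genomic DNA, was not tested. The 14 genes had a larger median excess of 6.50 RPKM, from 3.04 to 19.2. For 13 of them it lay within −0.343 to 9.52 RPKM, which holds all but the extremes of 666 low genes. Of the 14 genes, 2 changed 2-fold at an adjusted p of 0.05 here, and 7 were under 2-fold by mean RPKM without parent replicate B, as were 12 of all 70. No biological explanation was tested, since no condition sets parent replicate B apart.

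Δ*ntrYX* replicate D stands apart from replicates A to C, with 94 genes at least 2-fold from the mean of the other Δ*ntrYX* libraries, against 2 to 20 genes for each of replicates A to C. A wrong label or parent RNA is argued against by *ntrX*, which was at 0 RPKM in replicate D, and a few genes taking most of the reads by the share of the 10 highest genes, 20.5% in D and 20.0 to 23.8% in A to C. One scale factor as the source of these 94 genes is argued against by their direction, since 48.9% were lower. The 94 genes cannot show a smaller shift of all genes in D, which stays open. The median RPKM was 45.8 in D against 52.0 to 55.5 in A to C. The test of direction replaced an earlier one that had left the question open. That was the gap between the deviations of photosynthesis and *dcw* genes (0.859 in D, at most 0.462 in the others). A batch shared by the libraries numbered 4 in Data Set S1 is argued against by the correlation of the deviations of D and of parent replicate C, −0.044. A difference in growth or harvest of culture D stays open, and no biological explanation was tested, since no condition sets replicate D apart.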

How the results depend on the processing

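Leaving out parent replicate B and Δ*ntrYX* replicate D together was chosen after seeing the data, as was the test of other splits for genes past the adjusted p alone; that for genes changed 2-fold was planned, with its bounds written after the result was seen. No named gene that passed the test changed direction under any alternative, nor did the *dcw* and photosynthesis set tests, while the flagellum and phage lists did with quantile normalization. The log2 fold change of *envA/lpxC* lay between 3.07 and 3.20 with an adjusted p of 1.8e-05 or less. When each library was left out in turn, 62 to 85 genes were 2-fold higher and 41 to 57 were 2-fold lower, 8 to 11 *dcw* genes, 6 to 10 NtrX targets and 3 to 4 PG genes were lower, 13 to 24 photosynthesis genes and 3 UDP-GlcNAc genes were higher, and 7 to 13 genes of Fig. 1C passed. Genes past an adjusted p of 0.05 alone, 799 in the main comparison, ranged from 430 (without parent replicate A) to 1197 (without Δ*ntrYX* replicate D) and numbered 1341 with library weights. Nitrogen genes changed 2-fold, 0 in the main comparison, numbered 1 (RSP_2392) with a pseudocount of 0.1, quantile normalization, library weights, the ratio of mean RPKM, and without parent replicate B and Δ*ntrYX* replicate D together, and 0 to 1 when each library was left out. Lower PG genes numbered 5 with median-ratio scaling and quantile normalization against 3, and genes of Fig. 1C past the test 16 with quantile normalization against 10. The cause was not tested. The scaling moved the balance of directions at an adjusted p of 0.05: 574 higher and 225 lower (71.8% higher) in the main comparison, 412 and 311 (57.0%) with median-ratio scaling, and 423 and 406 (51.0%) with quantile normalization. Of the 76 genes called 2-fold higher and the 51 called lower, 65 and 51 were shared with median-ratio scaling and 61 and 48 with quantile normalization.

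Set tests depend on the correlation assumed between genes. With an estimated correlation none of the 15 lists past the test was left. The lists of Fig. 1C went from 3 to 0, the lists apart from Fig. 1C, *dcw*, the NtrX targets, photosynthesis and nitrogen from 8 to 0 (the RpoE-ChrR list among them), the *dcw* set test to an adjusted p of 0.549 (1.27e-06 to 0.000151 when each library was left out), the NtrX targets to 0.549, the photosynthesis set test to 0.582 (8.03e-09 to 0.000151) and nitrogen fixation to 0.726. Those 8 became 5 with quantile normalization and 5 (without parent replicate B) to 10 when each library was left out. Of the 35 splits of the libraries, the real one gave the most genes changed 2-fold (127 against at most 0). It also gave the most past the adjusted p alone (799 against at most 0). Every other split mixes the strains, so a strain difference widens its spread and holds its count down. With 35 splits the smallest possible share is 1 of 35, so the top rank alone does not exclude chance. For lists past the set test the real split gave 15 against at most 14, a lead of 1 list. The other splits gave 3 to 14 lists. The preset correlation thus passes many lists in any split, and the number of lists past it is weak evidence of a difference.

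Replicate letters and the numbers in Data Set S1 are shared between strains, with no statement that they mark a pair. Deviations of libraries with the same letter correlated at −0.016, 0.045 and 0.07, and those with the same number at −0.016, 0.045 and −0.044. These values show no strong shared deviation. They cannot show whether the cultures were grown or processed as pairs. Counts within single gene lists moved by more than 1.5 times without 1 library in many lists, and these are given beside each list. With a replicate block by letter 62 genes were 2-fold higher and 41 lower, and with a replicate block by number 76 and 48, with 322 genes past the adjusted p alone. Of 89 named genes past the test, 58 passed in each of 16 alternatives other than the blocks and 31 did not in 1 or more, with 26 lost without parent replicate A; 30 were lost with the replicate block by number and 5 with that by letter; of 30 named genes not past it, 11 passed in 1 or more. Depth limits the genes of few reads: below about 1 RPKM a value rests on few reads, and the parent mean of RSP_2392 lies close to that.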

Differences from the paper's values

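No value that the paper states for a measure computed here differs from the value here by more than the spread and 1.5 times, and the 17 target genes of Table 1 have the same sign as in the paper, with a largest difference of 0.0388 on the log2 scale. At the paper's thresholds, the paper lists 81 genes higher and 70 lower, of which 71 and 49 are among the 76 and 51 here. The other 2 lower genes here are *ntrY* and *ntrX*, which the paper's list leaves out. In the paper's own list, 5 of the higher and 2 of the lower genes have a log2 fold change under 1 in size. All 81 of the paper's higher genes and 54 of its 70 lower genes pass an adjusted p of 0.05 here, and none goes the other way. The count of lower genes falls more than 1.5 times below the paper's 70 with a pseudocount of 5 (43), library weights (44), without parent replicate A (46), without Δ*ntrYX* replicate D (41), with a replicate block by letter (41) and, chosen after seeing the values, without parent replicate B and Δ*ntrYX* replicate D together (44, dropping 14 higher and 8 lower genes of the paper that are called here).

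Of the paper's genes not called here, 10 of 10 higher and 7 of 21 lower are called in 1 or more of the alternatives fixed before the data were examined in the deposited tables. For the higher genes these are a pseudocount of 0.1 (3), the ratio of mean RPKM (6), quantile normalization (1), library weights (2), without parent replicate A (3), B (5) or C (3), without Δ*ntrYX* replicate A (7), B (5) or C (5), and the replicate block by number (5). For the lower genes they are a pseudocount of 0.1 (4), median-ratio scaling (5), quantile normalization (2), the ratio of mean RPKM (3), without parent replicate A (2), B (2) or C (5), without Δ*ntrYX* replicate A (1), B (4) or C (2), and the replicate block by number (2). Chosen after seeing the values, leaving out parent replicate B and Δ*ntrYX* replicate D together calls 2 more of the higher genes.

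The paper describes 12 *dcw* genes as lower, and 10 are lower here. The other 2 in the paper's data are *murE* (the paper's FDR 0.0354, adjusted p = 0.162 here) and *ddlA* (the paper's FDR 0.0268, adjusted p = 0.0633 here). With median-ratio scaling and with quantile normalization both are lower, which gives 12. *ddlA* is also lower with library weights, without Δ*ntrYX* replicate A, without Δ*ntrYX* replicate D and with a replicate block by letter. RSP_0335 is lower in the paper's data (the paper's FDR 0.0167) and has an adjusted p of 0.0945 here; it is lower with median-ratio scaling, quantile normalization and library weights. *rffG/rfbB* is lower in the paper's data (the paper's FDR 0.0319) and has an adjusted p of 0.0539 here; it is lower with a mean of at least 5 RPKM, median-ratio scaling, quantile normalization, library weights, without Δ*ntrYX* replicate D and with a replicate block by letter. Both *ddlA* and *rffG/rfbB* are lower without parent replicate B and Δ*ntrYX* replicate D together, which was chosen after seeing the values and drops 14 higher and 8 lower genes as above. RSP_2974 does not pass in the paper's data (the paper's FDR 0.108) and is higher here (adjusted p = 0.0227); it does not pass with median-ratio scaling, quantile normalization or limma without a trend, nor without parent replicate A, B or C or Δ*ntrYX* replicate B or C, nor with a replicate block by number. RSP_1447 is lower in the paper's data (the paper's FDR 0.0255) and has an adjusted p of 0.126 here; it is lower with median-ratio scaling and quantile normalization.

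The paper states that genes of UDP-GlcNAc and PG synthesis are enriched among changed genes. Over the lists of Fig. 1C, the one-sided Fisher's exact test here gave an unadjusted p of 0.0502 for the 5 UDP-GlcNAc genes. For the 10 PG genes it gave 0.291. The paper's test used the pathways of a database, whose members were not used here. The changed genes differ too, since RSP_1447, *murE* and *ddlA* pass by the paper's FDR and not here. With median-ratio scaling or quantile normalization 5 PG genes were lower, and Fisher's exact test was not run on those calls. The paper states that no nitrogen gene is among its 151 changed genes. RSP_2392, annotated as similar to a periplasmic nitrate reductase protein, is in the paper's list with the paper's log2 fold change of 1.37 and FDR of 0.0492, and has a log2 fold change of 0.95 here on the log2(RPKM + 1) scale (adjusted p = 0.0328); by the ratio of mean RPKM, the scale of the paper's value, it has 1.37 here too.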

Other observations

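The tests on proteins in this part were chosen only after the data were seen, as was the RpoE-ChrR list after its values in Data Set S1. Genes of the RpoE-ChrR response to singlet oxygen were higher in aerobic Δ*ntrYX* cells, from the sigma factor and its anti-sigma factor to target genes. All 12 genes passed the test upward (12 when adjusted over the list alone), with log2 fold changes from 0.78 to 2.94; since the genes were chosen with their values in sight, no test of the list as a group is given. The sigma factor gene *rpoE1* went from 340.9 RPKM in the parent to 1363 RPKM in Δ*ntrYX* cells (adjusted p = 0.000119), and *chrR*, for its anti-sigma factor, had a log2 fold change of 1.74 (SE 0.129); both were named after their values were seen. *rpoH2*, for a sigma factor of the heat shock family, went from 121.4 to 523 RPKM (log2 fold change 2.04, SE 0.218), and RSP_1409, a fasciclin domain gene, from 210.5 to 1836 RPKM (log2 fold change 2.94, SE 0.350). Δ*ntrYX* replicate D was the highest Δ*ntrYX* library for 11 of the 12 genes, and 12 were also higher without it, without parent replicate B and without both.

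Heat shock, iron and potassium genes changed in part. Of 25 genes for chaperones and heat shock proteases, 10 were higher and 2 lower (10 and 3 when adjusted over the list alone; 1 lower without any 1 library other than Δ*ntrYX* replicate D, with median-ratio scaling or without a limma trend, and 4 with quantile normalization), with the small heat shock protein gene RSP_1016 going from 982 to 1884 RPKM, *clpA* at a log2 fold change of 0.83 and *groES* at −0.36. They moved up as a group (camera, adjusted p = 0.0295, 0.0606 without parent replicate B, and adjusted p = 0.549 with an estimated correlation; Fisher's exact test, adjusted p = 0.00424). Of 36 genes for iron and siderophore uptake, 10 were higher and 3 lower (14 and 5 when adjusted over the list alone; camera, adjusted p = 0.268, and adjusted p = 0.827 with an estimated correlation; Fisher's exact test, adjusted p = 0.046), among them the siderophore-interacting protein gene RSP_3678, with a log2 fold change of 1.64 (adjusted p = 0.00156), and RSP_3391, for a siderophore transporter subunit, with −0.65 (adjusted p = 0.00902). Δ*ntrYX* replicate D was the lowest Δ*ntrYX* library for 28 of the 36 iron genes. Without it 15 were higher and 6 lower, without parent replicate B 9 and 1, without parent replicate C 1 was lower, with library weights 16 and 6, with quantile normalization 5 were lower, and without parent replicate B and Δ*ntrYX* replicate D together 18 and 5 (camera, adjusted p = 0.0156). Of 22 potassium transport genes, 2 were higher and 5 lower (the same when adjusted over the list alone; camera, adjusted p = 0.0386, 0.0759 without parent replicate A, 0.0673 without parent replicate C, and adjusted p = 0.696 with an estimated correlation), or 1 and 4 of 20 without the genes next to the deletion; without parent replicate A 3 were lower. The 8 genes beside *ntrY* and *ntrX* moved down (camera, adjusted p = 0.0122, and adjusted p = 0.582 with an estimated correlation), with 1 higher and 3 lower (1 and 5 when adjusted over the list alone; 5 lower without Δ*ntrYX* replicate A and 6 with quantile normalization). Δ*ntrYX* replicate D was the lowest Δ*ntrYX* library for 21 of the 22 potassium transport genes and 8 of the 8 genes beside the deletion, and in Fisher's exact test these lists had an adjusted p of 0.228 and 0.127. *trkA*, next to the deletion, rose from 121.7 to 273 RPKM (adjusted p = 1.28e-05) while its neighbour *trkH1* had a log2 fold change of −1.35 (adjusted p = 0.000414), and *ntrC* one of −0.50 (adjusted p = 0.00501).

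Few genes for energy and growth passed the test with all libraries. Higher and lower genes were 1 and 2 of 55 for ribosomal proteins (camera, adjusted p = 0.107, and downward with 0.0102 without Δ*ntrYX* replicate D, 0.0157 with library weights and 0.042 with a mean of at least 5 RPKM, but adjusted p = 0.549 with an estimated correlation), 0 and 1 of 11 for ATP synthase (adjusted p = 0.26), 4 and 0 of 27 for NADH dehydrogenase (adjusted p = 0.536), 1 and 0 of 18 for terminal oxidases (adjusted p = 0.859) and 2 and 0 of 13 for the Calvin cycle (adjusted p = 0.152). Adjusted over the list alone they were 0 and 0, 0 and 1, 1 and 0, 1 and 0, and 1 and 0. These counts move with single libraries. For ribosomal protein genes the median log2 fold change was −0.0509 without Δ*ntrYX* replicate D, against 0.0821 for all genes tested. Without Δ*ntrYX* replicate D, 5 terminal oxidase genes were higher and 4 lower (3 and 3 with library weights), and without Δ*ntrYX* replicate A 2 were higher. Higher NADH dehydrogenase genes were 1 without parent replicate A or Δ*ntrYX* replicate A or C and 2 without parent replicate B or C, with 4 lower under quantile normalization. No ATP synthase gene was lower without parent replicate A or B or Δ*ntrYX* replicate C, and 1 Calvin cycle gene was higher without parent replicate A or C or Δ*ntrYX* replicate A, B or C, against 4 with library weights. No ribosomal protein gene was higher without any 1 of the parent libraries or Δ*ntrYX* replicate B or C, with 2 higher without Δ*ntrYX* replicate D, and none was lower without parent replicate A or B, with 1 lower without Δ*ntrYX* replicate C and 5 with library weights. The NADH dehydrogenase list, with *nuoA1* at a log2 fold change of 1.03, had the opposite direction as a group under quantile normalization and with library weights. Of 9 type VI secretion genes, 2 were higher, RSP_3478 and RSP_3477 (the same when adjusted over the list alone; camera, adjusted p = 0.483, 0.00283 without parent replicate B, and adjusted p = 0.84 with an estimated correlation; Fisher's exact test, adjusted p = 0.876), with 4 higher without parent replicate B and 1 without parent replicate A. Stable RNA genes moved down, with 1 higher and 14 lower of 52 (1 and 15 when adjusted over the list alone; camera, adjusted p = 2.84e-07, and adjusted p = 0.549 with an estimated correlation; Fisher's exact test, adjusted p = 0.127), and with 4 lower without parent replicate A and 8 without Δ*ntrYX* replicate C. The higher ones were 2 without parent replicate B or Δ*ntrYX* replicate D, and Δ*ntrYX* replicate D was the lowest Δ*ntrYX* library for 26 of the 52.

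Flagellum, chemotaxis and phage genes moved down as groups, and these calls ended without parent replicate B and with quantile normalization. For the flagellum, 1 of 62 genes was higher and 1, RSP_2289, lower (0 and 1 when adjusted over the list alone; camera, adjusted p = 0.00567, 0.223 without parent replicate B, and adjusted p = 0.673 with an estimated correlation). For chemotaxis 1 of 33 was higher and 1, RSP_3432, lower (the same when adjusted over the list alone; adjusted p = 0.0295, 0.137 without parent replicate B, 0.0661 without parent replicate A, 0.121 without Δ*ntrYX* replicate A, 0.489 with quantile normalization, and adjusted p = 0.673 with an estimated correlation). For phage genes 2 of 52 were higher and 0 lower (0 and 0 when adjusted over the list alone; adjusted p = 0.00856, 0.285 without parent replicate B, and adjusted p = 0.673 with an estimated correlation). Under quantile normalization the flagellum and phage lists had the opposite direction, with an adjusted p of 0.984 and 0.872. No flagellum gene was higher without parent replicate A or B or Δ*ntrYX* replicate B or C, and 2 were without Δ*ntrYX* replicate D; no chemotaxis gene was higher without parent replicate A, and 2 were without parent replicate B or Δ*ntrYX* replicate D. Of the phage genes, 1 was higher without parent replicate A or C or Δ*ntrYX* replicate A, B or C, and 1 was lower without parent replicate C or Δ*ntrYX* replicate A or B. With a mean of at least 5 RPKM, 20 flagellum, 21 chemotaxis and 11 phage genes were tested, and none of the 3 lists passed (0.135, 0.0514 and 0.706). In median, parent replicate B lay above the other parents by 0.49 for the flagellum, 0.67 for phage genes, 1.01 for nitrogen fixation and 1.18 for type VI secretion on the log2 scale.

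Proteins that changed in the authors' deposited tables may follow their transcripts. Of the extracellular proteins at the authors' p-value of 0.05 or less, 46 had a transcript past the adjusted p here, and 39 of these went the same way (31 higher, 8 lower; Fisher's exact test of the directions over proteins, p = 8.9e-05). Of the other 7, 6 had a higher transcript and a lower protein. The flagellar filament protein of *fliC* had the authors' score of −6.45 while its transcript had a log2 fold change of 0.39, which did not pass with either scaling or without any 1 of 5 libraries. The outer membrane protein RSP_6141 had a score of 5.78 and a transcript log2 fold change of 0.60, and RSP_3079, a siderophore-binding protein, 3.55 and 0.87. Among intracellular proteins 18 of 23 went the same way (8 higher, 10 lower; Fisher's exact test of the directions, p = 0.00272), and the other 5 had a higher transcript and a lower protein. RSP_3594 had an intracellular score of 3.16 and RSP_0334 one of −1.59. These counts are over proteins past both tests; over the extracellular and the intracellular proteins listed with a tested transcript the Spearman correlation of protein and transcript was 0.325 and 0.39. Of the 76 intracellular proteins listed, 73 were past the authors' p-value of 0.05, against 117 of 384 extracellular ones, so the intracellular value is over proteins that had nearly all changed. Proteins are not independent replicates, the log base of the scores is not stated, and the proteins named here, apart from RSP_3594, RSP_0334 and *fliC*, were chosen after their values were seen.

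In the authors' table of 20 regulators, 19 have the same sign in aerobic and phototrophic cells, and 7 are changed at least 2-fold in aerobic cells, 6 in phototrophic cells and 4 in both. The authors' log2 fold changes are 2.00 and 0.27 for *rpoE1*, 2.11 and 0.07 for *rpoH2*, and 1.62 and 2.24 for RSP_6137, a TetR family regulator. RSP_2230, a response regulator, has −1.87 and −1.88, and RSP_4245, a sigma factor, has 0.70 and 1.88. The difference between the conditions was not tested, and these regulators were chosen after their values were seen.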
